# Chromatin loops associated with active genes and heterochromatin shape rice genome architecture for transcriptional regulation

**DOI:** 10.1038/s41467-019-11535-9

**Published:** 2019-08-13

**Authors:** Lun Zhao, Shuangqi Wang, Zhilin Cao, Weizhi Ouyang, Qing Zhang, Liang Xie, Ruiqin Zheng, Minrong Guo, Meng Ma, Zhe Hu, Wing-Kin Sung, Qifa Zhang, Guoliang Li, Xingwang Li

**Keywords:** Agricultural genetics, Plant genetics, Epigenomics

## Abstract

Insight into high-resolution three-dimensional genome organization and its effect on transcription remains largely elusive in plants. Here, using a long-read ChIA-PET approach, we map H3K4me3- and RNA polymerase II (RNAPII)-associated promoter–promoter interactions and H3K9me2-marked heterochromatin interactions at nucleotide/gene resolution in rice. The chromatin architecture is separated into different independent spatial interacting modules with distinct transcriptional potential and covers approximately 82% of the genome. Compared to inactive modules, active modules possess the majority of active loop genes with higher density and contribute to most of the transcriptional activity in rice. In addition, promoter–promoter interacting genes tend to be transcribed cooperatively. In contrast, the heterochromatin-mediated loops form relative stable structure domains in chromatin configuration. Furthermore, we examine the impact of genetic variation on chromatin interactions and transcription and identify a spatial correlation between the genetic regulation of eQTLs and e-traits. Thus, our results reveal hierarchical and modular 3D genome architecture for transcriptional regulation in rice.

## Abstract (web summary)

Three-dimensional genome organization and its effect on transcription remain elusive in rice. Here, the authors map promoter–promoter interactions and heterochromatin interactions using ChIA-PET and reveal spatial correlation between the genetic regulation of eQTLs and e-traits.

## Introduction

Revealing the structural and functional relationship of the three-dimensional (3D) genome is one of the fundamental questions in biology. Chromosome conformation capture-derived approaches, especially high-throughput chromosome conformation capture (Hi-C)^1–5^ and chromatin interaction analysis by paired-end tag sequencing (ChIA-PET)^6,7^, have characterized the hierarchical 3D genome architecture in mammals^2,8–12^. CTCF/cohesin and other DNA-binding proteins, as well as RNAs, have been identified as key factors in the spatial organization of long-range chromatin interactions^2,13–17^. Chromatin loops mediated by CTCF/cohesin and other protein factors coalesce into chromatin contact domains/topologically associating domains (TADs) and further aggregate into active and inactive compartments and chromosome territories. In addition, our and other studies revealed that CTCF and RNAPII-organized chromatin interactions provide a topological basis for transcriptional regulation^8,9,18–20^. Recent investigations have also thoroughly explored 3D genome dynamics and functions during the cell cycle, development, and signaling in multiple cells and in single cells^21–25^. Overall, the mammalian genome is organized as a complex and delicate structure, which is divided into different TAD/compartment categories with distinct epigenetic features. In addition, this organization plays a critical role in gene transcription. Similarly, 3D genome maps for *Arabidopsis*, rice, and other plants have been generated using the Hi-C approach^26–31^. However, due to the limited resolution of Hi-C^6^, comprehensive high-resolution chromatin architecture, including both active and inactive elements/compartments, and its effects on transcriptional regulation remain unclear in plants.

In this study, we present comprehensive long-range chromatin interaction maps including active *cis*-regulatory elements and heterochromatin regions using RNA polymerase II (RNAPII) and histone modifications (H3K4me3 and H3K9me2)-associated long-read ChIA-PET data in rice (*Oryza sativa*). By integrating transcriptome and epigenome data analysis, we provide details regarding 3D genome architecture and framework for transcriptional regulation. We also reveal the impact of genetic variation on chromatin interactions and transcription regulation. Furthermore, we demonstrate the spatial correlation between the genetic regulation of expression quantitative trait loci (eQTLs) and e-traits. Collectively, these results, along with recent reports on the long-range chromatin interaction maps in maize^32,33^, provide high-resolution views on 3D genome architecture and its role in transcriptional regulation in plants.

## Results

### Multiscale 3D genome maps in rice

To investigate the genome architecture organization principle and its effects on transcriptional regulation in rice, we mapped active genes related chromatin architecture by capturing RNAPII and H3K4me3-associated chromatin interactions and present heterochromatin-engaged genome architecture using H3K9me2-associated interactions in young leaves of two rice varieties, Minghui 63 (MH63) and Zhenshan 97 (ZS97). We collected ~329 million uniquely mapped paired-end tags (2 × 150 bp) from 12 ChIA-PET libraries (Supplementary Table 1). 

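ChIA-PET crosslinks chromatin, pulls down the fragments carrying a chosen protein or histone mark, and ligates fragment ends that were held together, so that each paired-end tag (PET) joins a pair of genome positions. Leaves of 2-week-old seedlings of 2 varieties were used with antibodies against 3 targets, and each of the 6 combinations was done in 2 biological replicates. According to the paper's Supplementary Table 1, the MH63 replicates held 34.1 and 23.8 M (M for the SI prefix mega) uniquely mapped PETs for H3K4me3, 29.0 and 28.8 M for RNAPII, and 8.57 and 11.4 M for H3K9me2. For ZS97 the same table gives 24.5 and 27.4 M for H3K4me3, 70.8 and 57.7 M for RNAPII, and 19.3 and 16.2 M for H3K9me2. The combined libraries sum to 334.7 M in that table and the replicates to 351.5 M, because the combined ZS97 H3K4me3 library, at 35.0 M, is smaller than its replicates together. The PETs that can show an interaction, called inter-ligation PETs, numbered 23.4 M for H3K4me3, 10.1 M for RNAPII and 11.0 M for H3K9me2 in MH63, and 10.5, 17.0 and 18.0 M in ZS97.

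The authors mapped each variety to its own genome from RIGW with ChIA-PET Tool, joined the replicates, and called clusters of PETs between ChIP-seq peaks that they had extended on both sides. The deposited lists hold the intrachromosomal clusters, 1 list for each variety and target, and give for each loop a pair of anchors, a PET count, a p-value and an FDR. The lists held 9714 H3K4me3, 17160 RNAPII and 5627 H3K9me2 loops for MH63 and 12279, 13012 and 6934 loops for ZS97. Because the replicates were joined before the loops were called, no value below has a spread between replicates, and loops of a list were not treated as replicates. Intervals of shares are Wilson 95% intervals that cover counting error only, and intervals of medians and means come from resampling the 12 chromosomes. Overlaps were set against 10000 random circular shifts of 1 set along its chromosome, with a two-sided permutation p of which 0.0002 is the smallest possible. The choices that changed numbers included the lowest PET count, the definition of loop span, the minimum coverage of a domain, and whether size limits were placed on loops or on joined domains.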

Considering the high reproducibility of biological replicates for each ChIA-PET dataset category at different resolutions (Supplementary Fig. 1), we combined biological replicate data for downstream analysis.

We first examined the genome organization at the chromosome level with the combined ChIA-PET map at a low resolution (Fig. 1a–c). We observed intense chromatin interactions among the end regions of all chromosomes (Supplementary Fig. 2a), suggesting that chromosomal ends are clustered together in rice nuclei. Furthermore, principal component analysis showed that the genome was partitioned into two categories of compartments (A and B) (Supplementary Fig. 2c), with ~65% of the rice genome belonging to A compartments. Compared with B compartments, A compartments exhibited significantly higher intensities of active histone marks (H3K4me3, H3K27ac, and H3K4me1) and RNAPII, as well as significantly higher transcriptional levels. By contrast, the peak intensities of heterochromatic marks (H3K9me2 and DNA methylation) were significantly lower in A compartments than that in B compartments (Fig. 1d–f). These low-resolution results from our ChIA-PET data showed patterns similar to those from the Hi-C map in recent studies^28,30^. Strikingly, the ChIA-PET data mainly comprised the following types of information at higher resolution (100 bp level) than did the Hi-C data: the target protein-binding sites and chromatin interactions between binding sites mediated by the targeted protein (Fig. 1g; Fig. 2a). 

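In the region of chromosome 1 drawn in Fig. 1g, the MH63 lists held 17 H3K4me3 loops with both anchors inside, with PET counts from 4 to 9 and spans from 8.24 to 236 kb. In the same region they held 26 RNAPII loops with PET counts from 4 to 79 and no H3K9me2 loop. Over the whole MH63 genome, the median anchor width was 1.34 kb for H3K4me3 (quartiles 1.07 and 1.76 kb), 2.74 kb for RNAPII (quartiles 1.25 and 5.51 kb) and 11.6 kb for H3K9me2 (quartiles 5.92 and 20.5 kb), after overlapping anchors of a list were joined. In the RNAPII list, 465 loops had anchors that overlapped each other, and in 326 of them both anchors were the same interval. The H3K4me3 and H3K9me2 lists held 0 such loops.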

Taken together, our ChIA-PET data include not only the high-order organization of the rice genome at a low resolution but also the comprehensive pairwise high-resolution chromatin loops connecting the target protein-bound and histone modification-marked DNA elements.

**Fig. 1:**
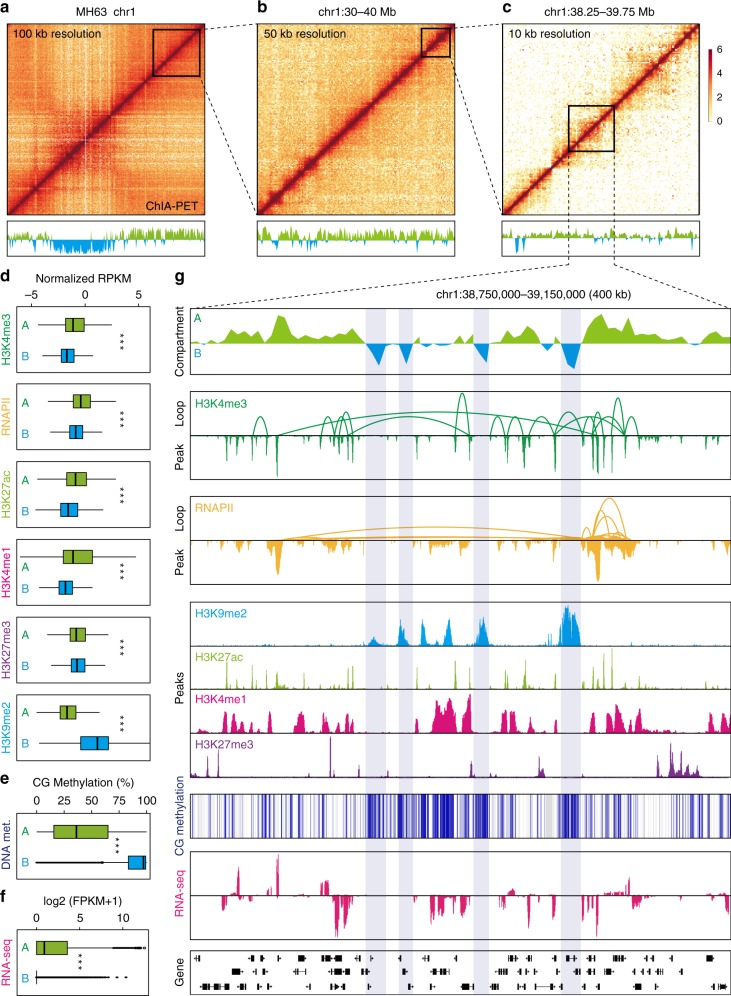
ChIA-PET data for high-resolution 3D genome mapping in rice. **a**–**c** Chromatin interaction heatmaps and A/B compartments of chromosome 1 in rice variety MH63. The upper graphs show ChIA-PET (combined RNAPII and H3K4me3 data) heatmaps at 100-kb resolution (**a**), 50-kb resolution (**b**), and 10-kb resolution (**c**). The lower graphs show the A (green histogram) and B compartments (blue histogram) represented by the first eigenvector from principal component analysis (PCA). **d**–**f** Features of epigenetic modifications and gene transcription in higher-order structures (A and B compartments). ***p < 0.001 from Wilcoxon test. Boxplots show the median, and third and first quartiles. **g** Epigenetic features of chromatin loops and binding peaks in the box region of panel **c**. The data tracks show A/B compartments, chromatin loops mediated by H3K4me3 and RNAPII, profiling of representative histone modifications and RNAPII occupancy, CG methylation level, and gene transcription. Highlighted B compartments enriched with H3K9me2 modification and CG methylation. Source data of **e**, **f** are provided as a Source data file

**Fig. 2:**
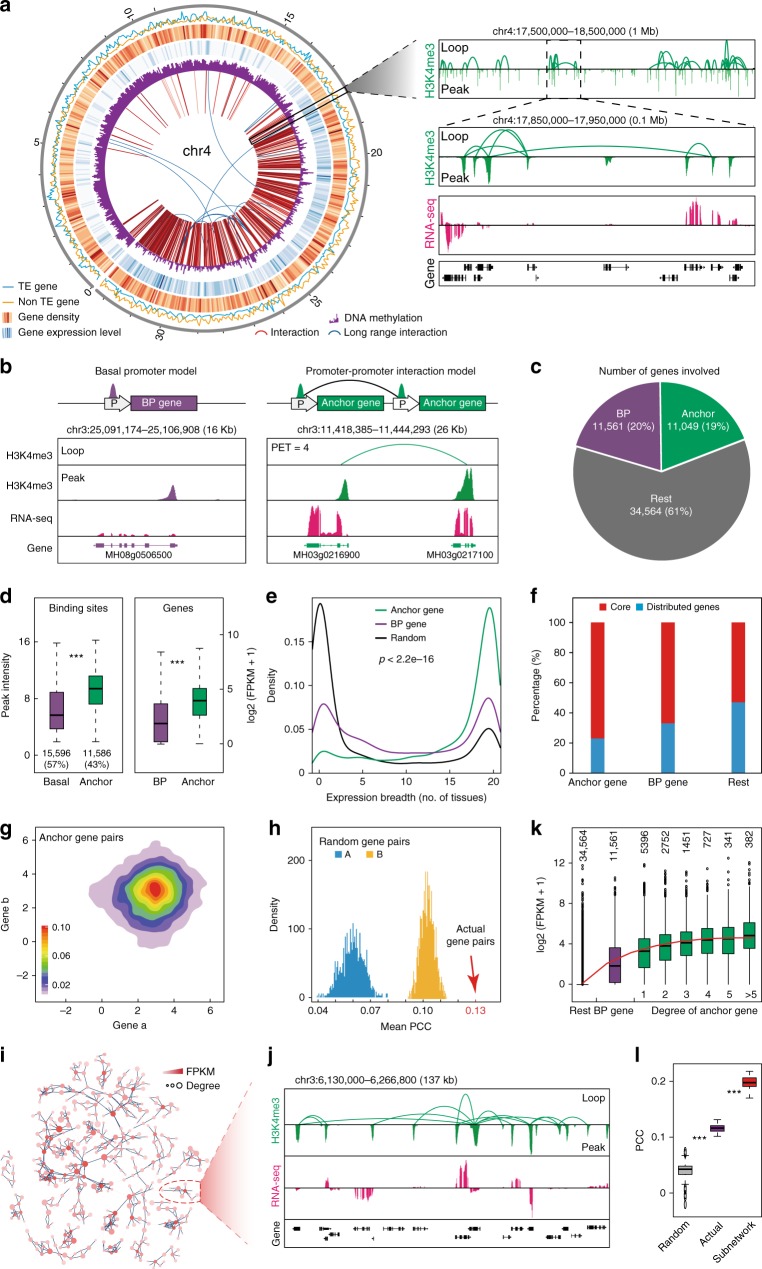
Characterization of H3K4me3-associated promoter–promoter interactions. **a** Global view of H3K4me3-associated interactions and epigenetic and transcriptional features on chr4. Zoomed-in view of detailed loop and peak distributions at the indicated regions. **b** Chromatin models. The BP model, genes with binding sites that are not involved in chromatin interactions. The PPI model, genes with anchor sites involved in interactions. P promoter; solid curve, chromatin loop. **c** Pie chart for the percentage and number of genes engaged in H3K4me3-associated chromatin models. **d** Boxplot for intensities of H3K4me3 peaks (left) and expression levels of BP and anchor genes (right). ***p < 0.001 from Wilcoxon test. **e** Expression breadth of H3K4me3 anchor and BP genes. Random genes served as control. *p* < 2.2e−16 from Kruskal–Wallis test. **f** Distribution of core and distributed genes that participated in PPI models. Core genes, present in more than 99% of 453 rice accessions; distributed genes, present in <99% of 453 rice accessions. **g** Contour plot of log-transformed FPKM values for H3K4me3 anchor gene pairs. **h** Histogram for co-expression analysis of H3K4me3 anchor gene pairs. The mean PCC of anchor gene pairs is much higher than that of both (A) randomly simulated gene pairs and (B) randomly selected H3K4me3-marked gene pairs which have the same physical distance with anchor gene pairs. **i** H3K4me3-associated PPI network from chromosome 3. The size of the circles is proportional to the degree (connection frequency) of the genes (as nodes). The redder color indicates higher gene expression. **j** A screenshot of a H3K4me3-associated cluster in dotted line box area of **h**. **k** Boxplot shows the positive relationship of the degrees of genes with transcriptional activity. Gene numbers in each category are given. **l** Co-expression analysis of genes in H3K4me3-associated subnetworks. The PCC of subnetworks are calculated. Random, randomly selected gene pairs. Actual, all H3K4me3 anchor gene pairs. ***p < 0.001 from Wilcoxon test. Boxplots in **d**, **k**, **l** show the median, and third and first quartiles. Source data of **d**, **k** are provided as a Source data file

### Characterization of long-range promoter–promoter loops

We then examined the features of promoter–promoter chromatin interactions with H3K4me3 ChIA-PET data. Of 27,182 H3K4me3-binding sites, ~43% served as anchors which were involved in chromatin interactions; thus, they were termed as the promoter–promoter interaction (PPI) model (Fig. 2b). 

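The MH63 H3K4me3 list held 10887 distinct anchor intervals, which became 10855 anchors once intervals that overlapped by at least 1 bp were joined. The binding sites without loops were not analysed here. At the basal promoter locus of Fig. 2b, on chromosome 3, the MH63 lists held 0 loops of any of the 3 targets with an anchor inside the drawn region. At the PPI locus of Fig. 2b, also on chromosome 3, a single H3K4me3 loop had both anchors inside the region. It joined 11426394 to 11427573 with 11439331 to 11441589 of the MH63 genome over a span of 13.5 kb, with a PET count of 9 and an FDR of 4.93e-12. The region also held 2 RNAPII loops, with PET counts of 25 and 6.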

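PET counts of the intrachromosomal H3K4me3 loops of MH63 ran from 4 to 43 with a median of 5, and 42.7% of the loops had the lowest count. The highest FDR in the list was 0.00923, so the lower limit on the PET count, not the FDR limit of 0.05, set where the list ended. The loop with the highest count, on chromosome 3, joined 30306302 to 30309023 with 30316363 to 30318912. Measured between anchor midpoints, the median span was 16.3 kb (95% interval 16.0 to 16.7 kb). It was 18.0 kb between the outer ends of the anchors and 14.7 kb between their inner ends. By the paper's methods, the tags of an inter-ligation PET lie more than a minimum distance apart. Shorter contacts are therefore missing from these medians. A PET count of at least 10 left 660 loops, the largest change among the alternatives, and their median span was 12.6 kb. In the list, 174 loops (1.79%, 95% interval 1.55 to 2.07%) spanned more than 1 Mb. Of all H3K4me3 clusters that the paper's Supplementary Table 1 counts for MH63, 13.5% were interchromosomal (95% interval 12.9 to 14.1%), and these were not used here.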

We identified 11,230 high-confidence (false discovery rate (FDR < 0.05)) PPI connecting 11,049 active genes (Fig. 2c), where majority of chromatin interactions (~87%, 9714) were intrachromosomal (Supplementary Table 1) with a median loop size of ~16 kb (Supplementary Fig. 3a). Thus, different chromosomes were assigned to relatively independent specific nuclear spaces depending on the frequency of chromatin interactions (Supplementary Fig. 4). These interactions were widely distributed throughout the whole genome and were enriched in noncentromeric regions (Supplementary Fig. 5a). By contrast, the remaining H3K4me3 peaks that were not involved in interactions may reflect the basic promoter function for gene transcription and were termed as the basal promoter (BP) model. In addition, the peak intensity of anchor sites as well as the expression level of anchor genes in the PPI model tended to be higher than those in the BP model (Fig. 2d). 

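Every MH63 chromosome carried H3K4me3 loops, from 8.65 loops per Mb on chromosome 11 to 46.3 per Mb on chromosome 3. Centromere positions were read by eye from Supplementary Fig. 5 as a fraction of chromosome length, and a loop was counted as near a centromere when its midpoint lay within 5 Mb. These windows covered 32.7% of the genome and held 840 of the 9714 loops, or 8.65%. Random shifts of the loops along their chromosomes put 31.2% there (95% of shifts between 20.9 and 41.5%, two-sided permutation p = 0.0002). Loops were denser near the centromere than elsewhere on 0 of the 12 chromosomes. The share changed most with a window of 8 Mb, to 20.2% against 49.7% after shifts.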

We further found that the most of H3K27ac peaks were overlapped with H3K4me3 peaks (Supplementary Fig. 6a), and H3K27ac-marked anchor genes showed higher expression level than H3K27ac-marked basal genes (Supplementary Fig. 6b). These results suggest that PPIs are basic genome architecture units that connect active genes, which exhibit higher expression levels than do BP genes.

We further characterized the expression patterns of genes of the PPI model and the basal model. We analyzed RNA-seq data from 20 different rice tissues (Supplementary Table 2) and found that H3K4me3 anchor genes tended to be expressed in most of the examined tissues (Fig. 2e), indicating that they are housekeeping genes. By contrast, BP genes were placed in both tissue-specific and housekeeping categories (Fig. 2e). Consistently, GO analysis revealed that the anchor genes were significantly enriched in terms related to basic functional metabolic processes (Supplementary Fig. 3g). These results indicate that widely expressed genes are more likely to be involved in chromatin interactions.

We also compared the conservation of anchor and BP genes by investigating their distribution in the following gene categories obtained from pan-genome analysis:^34^ core genes (including candidate core genes) occurred in >99% of 453 rice accessions, and distributed genes occurred in <99% of rice accessions. Compared with the BP model, the PPI model contained the highest proportion of core genes and the lowest proportion of distributed genes, whereas the non-H3K4me3-marked genes included the lowest proportion of core genes and the highest proportion of distributed genes (Fig. 2f). Thus, genes associated with chromatin loops have a stronger retention capacity in different rice accessions during the process of rice genome evolution compared with BP genes and the rest genes.

### Spatially interacting genes show correlated transcription

We speculated that the spatial proximity of the anchor genes’ promoters may contribute to their cooperative transcriptional regulation. To test this hypothesis, we first investigated the expression level of anchor genes in one type of tissue. RNA-seq data showed that most paired anchor genes are highly expressed simultaneously (Fig. 2g), and further analysis indicated that the mean Pearson correlation coefficient (PCC) of anchor gene pairs in 20 different tissues (Supplementary Table 2) was far beyond that of randomly simulated gene pairs with the same physical distance (Fig. 2h), suggesting that chromatin looping contributes to the improved co-expression correlation of interacting gene pairs. We also identified 2901 (26%) anchor promoters connected with at least three interacting gene partners (Fig. 2i). These clusters formed complex architectures with an average of 49 kb genomic span, and the anchor genes with higher degrees displayed higher transcriptional activities (Fig. 2j, k). In addition, the anchor genes in the same subnetworks tended to be more co-expressed (Fig. 2l). These results indicate that widespread PPIs may play a significant role in transcription regulation.

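A partner of an anchor was another anchor joined to it by at least 1 loop. Of the 10855 MH63 H3K4me3 anchors, 2117 (19.5%, 95% interval 18.8 to 20.3%) had at least 3 intrachromosomal partners, and 55.2% had 1. These are counts of anchors, since the lists carry no gene names and interchromosomal partners were not used. The anchor with the most partners lay on chromosome 7 from 22208745 to 22214471 and had 15. With a PET count of at least 6, the share of anchors with at least 3 partners was 6.99%, the largest change among the alternatives.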

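Anchors joined by H3K4me3 loops of up to 1 Mb were gathered into connected groups, and 729 groups held an anchor with at least 3 partners. Their mean genomic span was 104.6 kb (95% interval 95.5 to 114 kb) and their median span 75.4 kb. With loops of any length the mean was 1850 kb, and with a PET count of at least 6 it was 55.3 kb over 240 groups. In the region of chromosome 3 drawn in Fig. 2j, 14 H3K4me3 loops had both anchors inside, with PET counts from 4 to 20 and spans from 7.45 to 74.0 kb. The loop with the count of 20 joined 6201732 to 6203274 with 6207709 to 6212191. The same region held 13 RNAPII loops with PET counts of up to 109. Expression of the anchor genes was not analysed here.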

### PPI loop regions display distinct epigenomic properties

We classified H3K4me3-associated loops into seven groups based on epigenetic modification patterns to explore their chromatin features (Supplementary Fig. 7). Notably, Group 5 (inactive loops) was covered with H3K9me2 in which genes were inactive and had larger genomic spans than did the active loops. Group 6 (inactive loops) with the largest loop span was nearly depleted of any marks and most loop genes were silenced. Despite distinct epigenetic properties as well as loop span and transcription activity of loop genes in different groups, the expression intensity of the anchor genes at each loop end showed no significant differences in all groups (Supplementary Fig. 7d). Thus, PPIs could cross genomic regions with different epigenetic properties (even heterochromatin) and clustered active genes to functional foci in specific spatial domains.

### Active chromatin loops orchestrate cooperative transcription

We then proceeded to analyze RNAPII-associated chromatin interactions. Similar to H3K4me3 anchors, 44% (8037) of RNAPII-binding sites were involved in interactions and tended to be with higher intensity than did basal sites (Supplementary Fig. 3b). In addition, RNAPII anchor genes tended to be higher transcriptional activity, expression breadth, co-expression levels, and core gene proportion than did BP genes (Supplementary Fig. 3b–f). 

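The MH63 RNAPII list held 7921 distinct anchor intervals, or 7260 anchors after joining. Of these, 42.3% (95% interval 41.2 to 43.5%) had at least 3 partners. The anchor with the most partners, from 23922903 to 23940381 on chromosome 5, was 17.5 kb wide and had 99 partners. Of them, 65 lay more than 1 Mb away, the farthest at 23.6 Mb. RNAPII-binding sites outside loops were not analysed here.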

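PET counts in the MH63 RNAPII list reached 817, with a median of 6, and 27.1% of the loops had the lowest count. Unlike the H3K4me3 list, the RNAPII list ran up to an FDR of 0.0499. The loop with the highest count, on chromosome 3, joined 9063200 to 9072754 with 9089461 to 9099140. There were 2.36 intrachromosomal loops per anchor for RNAPII and 0.895 for H3K4me3. Set against the inter-ligation PETs of the paper's table, RNAPII of MH63 gave 1692 intrachromosomal loops per M PETs and H3K4me3 gave 415. In ZS97 the order was the reverse, with 764 for RNAPII and 1173 for H3K4me3. There the RNAPII list begins at a PET count of 6 and the H3K4me3 list at 4. With at least 6 in both ZS97 lists, RNAPII had more loops, with a mean log2 ratio to H3K4me3 of 1.09 over the chromosomes, not scaled to depth. The unlike limits may therefore account for the reversed order. With a PET count of at least 6 in both MH63 lists, 9618 RNAPII and 3458 H3K4me3 loops were left, so RNAPII still had more loops. With 1 joined list per target, these differences have no replicate check. Of all RNAPII clusters in the paper's table, 39.2% (95% interval 38.6 to 39.7%) were interchromosomal.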

Notably, we identified more RNAPII-associated interactions (28,213) but connected fewer active genes (7465) than those of H3K4me3 (Supplementary Table 1; Supplementary Fig. 3b). In addition, the RNAPII loops had a broader span (~21–392 kb) than did H3K4me3 loops (~11–27 kb) (Supplementary Fig. 3a).

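Between anchor midpoints, RNAPII loops of MH63 had a median span of 59.3 kb (95% interval 47.5 to 69.7 kb) and quartiles of 20.5 and 391 kb, while the quartiles of the H3K4me3 loops were 11.2 and 27.0 kb. The median was higher for RNAPII than for H3K4me3 on 12 of the 12 chromosomes. Loops over 1 Mb made up 18.6% of the RNAPII list (3187 loops, 95% interval 18.0 to 19.2%). Without them the RNAPII median was 39.0 kb. A PET count of at least 10 changed it most, to 27.6 kb. Without the loops whose anchors overlapped, a setting chosen after seeing the data, it was 62.9 kb.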

We further investigated the effects of H3K4me3 and RNAPII-associated chromatin interactions on gene transcription. 

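Shared looping was measured on anchors, because the lists carry no gene names. Of the 7260 RNAPII anchors of MH63, 2885 (39.7%) overlapped an H3K4me3 anchor by at least 1 bp. After random shifts the mean was 15.9% (95% of shifts between 13.7 and 18.1%, two-sided permutation p = 0.0002). In the other direction, 3369 of the 10855 H3K4me3 anchors (31.0%) overlapped an RNAPII anchor, against 11.7% after shifts (two-sided permutation p = 0.0002). The share moved most when at least 50% of the RNAPII anchor had to be covered, to 9.79% against 3.04% after shifts (two-sided permutation p = 0.0002).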

Most (~62%, 4594) RNAPII anchor genes were also involved in H3K4me3-associated genome architecture. When compared with genes anchored by only H3K4me3 or RNAPII loops, genes engaged in both H3K4me3 and RNAPII loops had the highest transcriptional activity (Supplementary Fig. 6c). Similarly, H3K4me3 BP genes had relatively higher expression levels when occupied by RNAPII (Supplementary Fig. 6d). To characterize the spatial relations between RNAPII- and H3K4me3-associated chromatin topology, we defined structural domains as chromosome interacting domains (CIDs) based on connectivity and contact frequency (see Method). Most (76%, 1692) H3K4me3-related active interacting domains (AID-related) were embedded in RNAPII-related transcriptional interacting domains (TID-related) (Supplementary Fig. 6e). These observations suggest that RNAPII- and H3K4me3-associated chromatin interactions form complex spatial transcriptional units and cooperatively orchestrate gene transcription.

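Loops of a target were joined wherever they overlapped into stretches of continuous coverage. H3K4me3 loops over 200 kb and RNAPII loops over 1 Mb, between the outer ends of their anchors, were left out before joining. This gave 2233 H3K4me3 domains of MH63, here AID-related, over 109.8 Mb with a median length of 29.4 kb, and 320 RNAPII domains, here TID-related, over 222.9 Mb with a median length of 62.0 kb. Of the AID-related domains, 1693 (75.8%, 95% interval 74.0 to 77.5%) lay inside a TID-related domain, 172 overlapped the end of one, 25 contained one, and 343 lay apart. TID-related domains covered 61.9% of the genome, so random shifts also put 63.1% of the AID-related domains inside (95% of shifts between 58.4 and 67.9%, two-sided permutation p = 0.0002). Shifts of only 0.2 to 2 Mb, chosen after seeing the data, put 73.3% inside (95% of shifts between 71.9 and 74.7%, two-sided permutation p = 0.0002).

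The paper's methods take low-coverage regions out of the domains, with no number given, and then place the size limits on what is left. With the limits on joined domains and no such region taken out, only 227 H3K4me3 and 20 RNAPII domains were left, and 0.441% of the former lay inside the latter, against 0.129% after shifts (two-sided permutation p = 0.401). With bases under fewer than 2 loops taken out first, an alternative chosen after seeing the data, 495 and 27 were left, and 2.22% lay inside, against 0.221% after shifts (two-sided permutation p = 0.0004). With no size limit, 73.4% of 248 H3K4me3 domains lay inside, fewer than the 93.0% after shifts (two-sided permutation p = 0.0002). From this embedding, together with the genes shared by both kinds of loop and their transcription, the paper proposes that both kinds of interaction form spatial transcriptional units and orchestrate transcription together.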

### Identification of heterochromatic interacting domains

H3K9me2-marked heterochromatin covered a significant portion of the rice genome—specifically, 21% of the rice genome, which prompted us to examine the 3D genome organization mediated by H3K9me2-marked heterochromatin. Through our research, we find that ~44% (5296) of H3K9me2-marked regions acted as interaction anchors that show significantly longer peak breadth but equal peak intensities compared with those of basal sites (Fig. 3a). 

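The MH63 H3K9me2 list held 3245 distinct anchors, none of which overlapped another. They covered 54.5 Mb. Of these anchors, 42.2% (95% interval 40.5 to 43.9%) had at least 3 intrachromosomal partners. The anchor with the most partners had 40 and lay on chromosome 6 from 14092887 to 14248036. H3K9me2-marked regions outside loops, peak intensity and the anchors of interchromosomal loops were not analysed here.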

We also observe that the majority class of transposable element (TE) involved in H3K9me2 modification was *Gypsy* retrotransposon (Supplementary Fig. 8a), and the anchor sites contained higher *Gypsy* density than did basal sites (Fig. 3a), indicating that longer H3K9me2-binding sites with higher TE density tend to be involved in chromatin interactions.

**Fig. 3:**
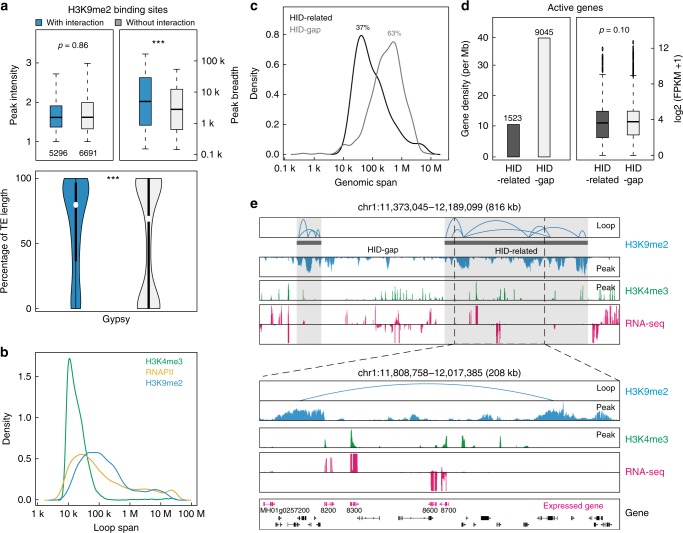
Identification of Heterochromatin-related chromatin interacting domains. **a** Boxplots for peak intensity (upper left), peak breadth (upper right), and transposable element (TE) occupancy (bottom panel) of H3K9me2-binding sites involved and not involved in interactions. ***p < 0.001 from Wilcoxon test. **b** Loop span distribution of interactions mediated by H3K9me2 (5627), H3K4me3 (9714), and RNAPII (17160). **c** Genome span distribution of HID-related and HID-gap regions. The percentages of their genome occupancy are shown above. **d** Density and transcriptional level of active genes (marked by H3K4me3 anchors) located in HID-related and HID-gap regions. *p* = 0.10 from Wilcoxon test. **e** Representative screenshot for one H3K9me2-related heterochromatic interacting domains (HID-related) showing H3K9me2 ChIA-PET data overlapped with H3K4me3 ChIP-Seq and RNA-seq data. There were a few H3K4me3 peaks and expressed genes in the HID-related segments with lower densities compared with those in HID-gap segments (the genomic regions excluding HID-related regions). A few expressed genes (magenta) marked by H3K4me3 were observed inside the H3K9me2 loop. Boxplots in **a**, **d** show the median, and third and first quartiles. Source data of **a**, **d** are provided as a source data file

Finally, we identify 11,590 high-confidence (FDR < 0.05) H3K9me2-associated heterochromatin interaction loops, with approximate half of these loops being intrachromosomal interactions (Supplementary Table 1) enriched in the centromeric and pericentromeric regions (Supplementary Fig. 5b), and possessing the longest loop span (~39–341 kb; median width, 105 kb) compared with RNAPII and H3K4me3 loops (Fig. 3b). 

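The 5627 intrachromosomal H3K9me2 loops of MH63 had a median span of 104.6 kb (95% interval 95.05 to 114 kb) between anchor midpoints, with quartiles of 39.0 and 341 kb. Their median was higher than that of the H3K4me3 loops on 12 of the 12 chromosomes and higher than that of the RNAPII loops on 11. The exception was chromosome 1, with 85.1 kb for H3K9me2 and 91.0 kb for RNAPII. The median changed most with the definition of span, from 72.9 kb between the inner ends of the anchors to 136 kb between their outer ends. The loop with the highest PET count, 187, joined 10609505 to 10693954 with 10716546 to 10822997 on chromosome 12. In the paper's table, 50.2% of the H3K9me2 clusters (95% interval 49.3 to 51.2%) were interchromosomal.

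**Figure D1:**
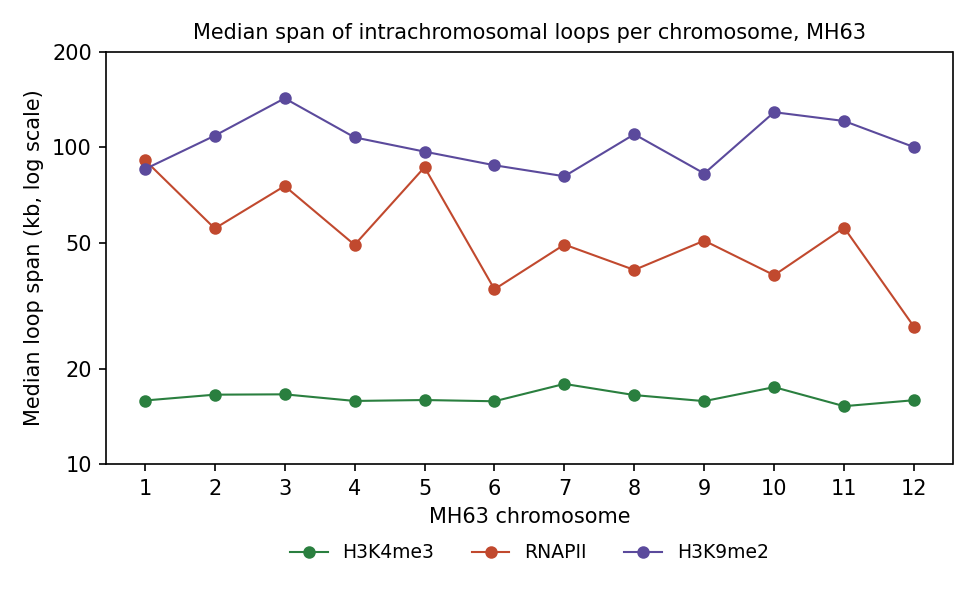
Median span in kb on a log scale (y axis) of the intrachromosomal H3K4me3, RNAPII and H3K9me2 loops on each MH63 chromosome (x axis), 1 point per chromosome and joined list. The H3K4me3 points lie lowest on all 12 chromosomes, and the H3K9me2 points lie highest on 11 of them.

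Within 5 Mb of the centromeres lay 4527 of the H3K9me2 loops (80.5%), against 33.2% after random shifts (95% of shifts between 16.9 and 51.2%, two-sided permutation p = 0.0002), and the loops were denser there than elsewhere on 12 of the 12 chromosomes. RNAPII loops went the other way, with 12.4% near the centromeres against 30.4% after shifts (95% of shifts between 20.9 and 40.3%, two-sided permutation p = 0.0002).

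**Figure D2:**
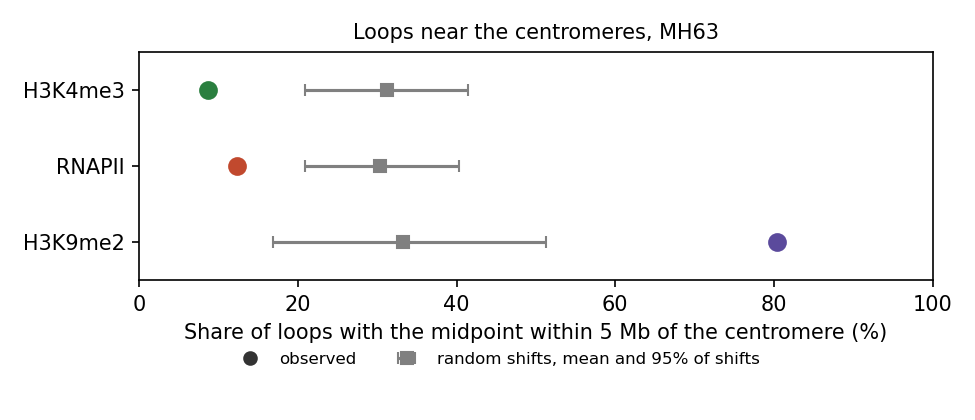
Share of MH63 loops whose midpoint lay within 5 Mb of the centromere (x axis, percent) for each target (y axis). Round points are observed shares, and grey squares with bars are the mean and 95% of 10000 random shifts, with H3K4me3 and RNAPII below the shifted range and H3K9me2 above it.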

Strikingly, interchromosomal interactions were also enriched in the centromeric and pericentromeric regions, suggesting that clustering of centromeres is mediated by heterochromatin interactions in rice nuclei.

Many H3K9me2-marked regions involved loops interconnected with a broader span of genome segments. Based on loop connectivity and contact frequency, we identified 385 H3K9me2-related heterochromatic interacting domains (HID-related) with a genomic span from 10 kb to 8.5 Mb, accounting for 37% of the rice genome (Fig. 3c). 

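H3K9me2 loops of up to 1 Mb, joined in the same way, gave 389 HID-related domains of MH63 from 10.2 kb to 7.16 Mb long, with a median of 69.3 kb (95% interval 59.2 to 81.3 kb). They covered 132.0 Mb, or 36.7% of a genome of 360 Mb (95% interval 32.9 to 40.9%). When the limit of 1 Mb was placed on the joined domains, 20 domains were left, and the longest was 0.216 Mb. With no limit there were 32 domains, the longest 35.6 Mb. A minimum coverage of 2 loops gave 363 domains over 24.9% of the genome.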

Interestingly, despite a higher density of TE genes versus a lower density of non-TE genes and expressed genes in HID-related segments than in HID-gaps (the remaining genomic regions except HID-related segments), we found no significant difference in the expression level of the active genes between these two domains (Supplementary Fig. 8b, c; Fig. 3d, e). Together, our H3K9me2 ChIA-PET data provide a heterochromatic interactome as a basic and larger genome architecture unit with lower transcription potential, mainly due to the lower distribution of expressed genes.

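In the region of chromosome 1 drawn in Fig. 3e, the MH63 lists held 13 H3K9me2 loops with both anchors inside, with PET counts from 4 to 10 and a longest span of 322 kb. The same region held 18 H3K4me3 loops, with PET counts from 4 to 29 and a longest span of 77.8 kb, and 25 RNAPII loops. Inside the zoomed part of the region, both anchors of 2 H3K9me2 and 5 H3K4me3 loops fell. From the length of the HID-related domains and the genes in them, the paper concludes that heterochromatin loops build a larger architecture unit, and it puts the lower transcription there down mainly to fewer expressed genes.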

### Interweaving modular CIDs form genome architecture

We aimed to comprehensively characterize the rice genome architecture with different chromatin interacting domains (CIDs), including HID, AID, mixed interacting domains (MID), TID, and gap regions (Fig. 4a, b). 

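The domains of the 3 targets were combined as in the paper's methods, with HID the bases under H3K9me2 domains without H3K4me3 domains, whether or not RNAPII domains covered them, MID those under H3K9me2 and H3K4me3 domains, AID those under H3K4me3 domains without H3K9me2 domains, and TID those under RNAPII domains only. In MH63, HID bases came to 112.8 Mb, or 31.3% of the genome (95% interval 27.0 to 36.0%). AID bases came to 90.6 Mb or 25.2% (95% interval 19.8 to 29.9%), and TID bases to 89.9 Mb or 25.0% (95% interval 21.4 to 28.4%). With at least 2 loops over each base, AID bases were 14.0% and TID bases 32.6% of the genome. Without any size limit on loops, HID bases were 9.51% and TID bases 0.656%.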

The HID (114 Mb, 32% of the genome), AID (91 Mb, 25%), and TID (73 Mb, 20%) regions were referred to as H3K9me2-, H3K4me3-, or RNAPII-associated CIDs, respectively. 

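Of the HID bases of MH63, 71.3% lay within 5 Mb of a centromere, and HID bases were denser there than elsewhere on 12 of the 12 chromosomes. MID bases followed with 55.4%, denser near the centromere on 10 chromosomes. Only 4.47% of the AID bases and 10.3% of the TID bases lay in these windows, and neither was denser there on any chromosome (0 of 12).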

A global view of CIDs revealed that the rice genome was spatially partitioned into distinct modules, which were arranged in intervals in rice chromosomes with HIDs enriched in pericentromeric regions (Supplementary Fig. 9). We further identified 385 HID-related and 2231 AID-related segments from our ChIA-PET data. These segments were consistent with microscopic analysis indicating ~316 H3K9me2-immunostaining speckles versus 1096 H3K4me3-immunostaining speckles (Fig. 4c, d), with the assumption that one-immunostaining speckle represents one CID. A possible reason for the smaller number of H3K4me3-immunostaining speckles than that of AID-related segments could be due to the capture power for low fluorescence signals. 

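Of the 2233 AID-related domains of MH63, 1721 (77.1%, 95% interval 75.3 to 78.8%) shared no base with an HID-related domain, 371 lay inside one, 92 overlapped the end of one, and 49 contained one. Random shifts left 59.6% apart (95% of shifts between 54.4 and 64.9%, two-sided permutation p = 0.0002). With shifts of 0.2 to 2 Mb, chosen after seeing the data, 71.6% stayed apart (95% of shifts between 70.1 and 73.0%, two-sided permutation p = 0.0002). The share depended on the size limit. With the limit on joined domains, 98.2% of the 227 H3K4me3 domains lay apart, against 99.6% after shifts (two-sided permutation p = 0.165), and no region of low coverage was taken out first. There 95% of shifts ran up to 100%, so an excess could not be seen. With no limit, 27.8% lay apart, against 4.41% after shifts (two-sided permutation p = 0.0002).

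**Figure D3:**
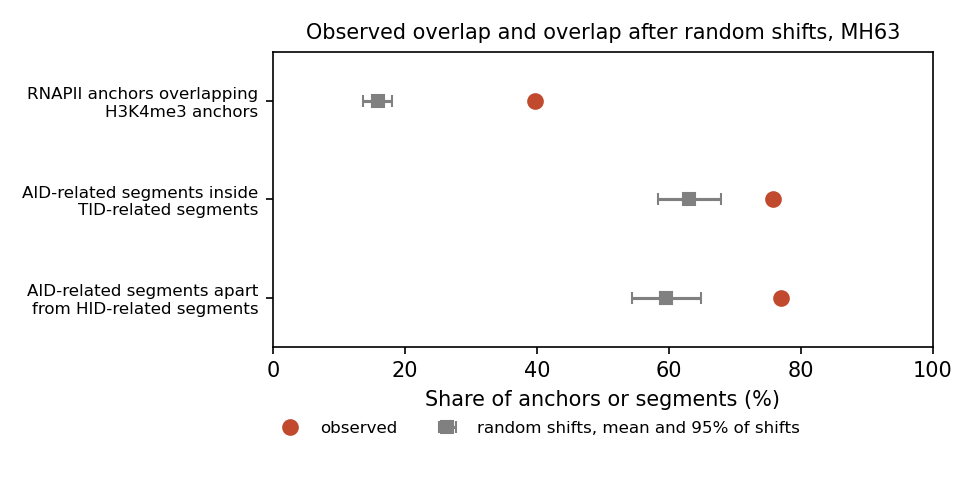
Share in percent (x axis) of MH63 anchors or AID-related segments that overlapped, lay inside or lay apart from the other set (y axis). Red points are observed shares, and grey squares with bars are the mean and 95% of 10000 random shifts, with each observed share to the right of the shifted range.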

Strikingly, the majority (77%) of AID-related segments were isolated from HID-related segments (Fig. 4c). The overlapping regions accounted for 5% (19 Mb) of the rice genome and were named as H3K9me2 and H3K4me3 MIDs (Fig. 4a), consistent with the small proportion of H3K9me2 and H3K4me3 overlapping immunostaining speckles (orange) in the rice nucleus (Fig. 4d). Thus, the modules based on three types of ChIA-PET interactomes annotate the majority (82%) of the rice genome and are separated into relatively independent spatial interacting units.

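MID bases of MH63 fell into 516 segments and came to 19.2 Mb, or 5.33% of the genome (95% interval 4.47 to 6.26%). It was 0.869% with at least 2 loops over each base, 1.07% with a PET count of at least 6, 0.0292% with the size limits on joined domains, and 84.4% without a size limit on loops. Of the 389 HID-related domains, 174 (44.7%, 95% interval 39.9 to 49.7%) shared no base with an AID-related domain, 115 contained one, 51 overlapped the end of one and 49 lay inside one. The region of chromosome 8 drawn in Fig. 4b held 12 H3K4me3, 11 RNAPII and 11 H3K9me2 loops, none with a PET count over 17. The immunostaining images were not analysed here.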

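The categories together covered 312.5 Mb of MH63, or 86.8% of the genome (95% interval 81.8 to 91.1%), which left 13.2% without a domain. Coverage fell to 71.5% with at least 2 loops over each base and to 67.1% with a PET count of at least 6. It was 3.04% with the size limits on joined domains and 99.4% without size limits. From the cover of the domains, the separation of AID-related from HID-related segments and its immunostaining images, the paper concludes that the modules annotate most of the genome and form spatial units that are relatively independent.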

**Fig. 4:**
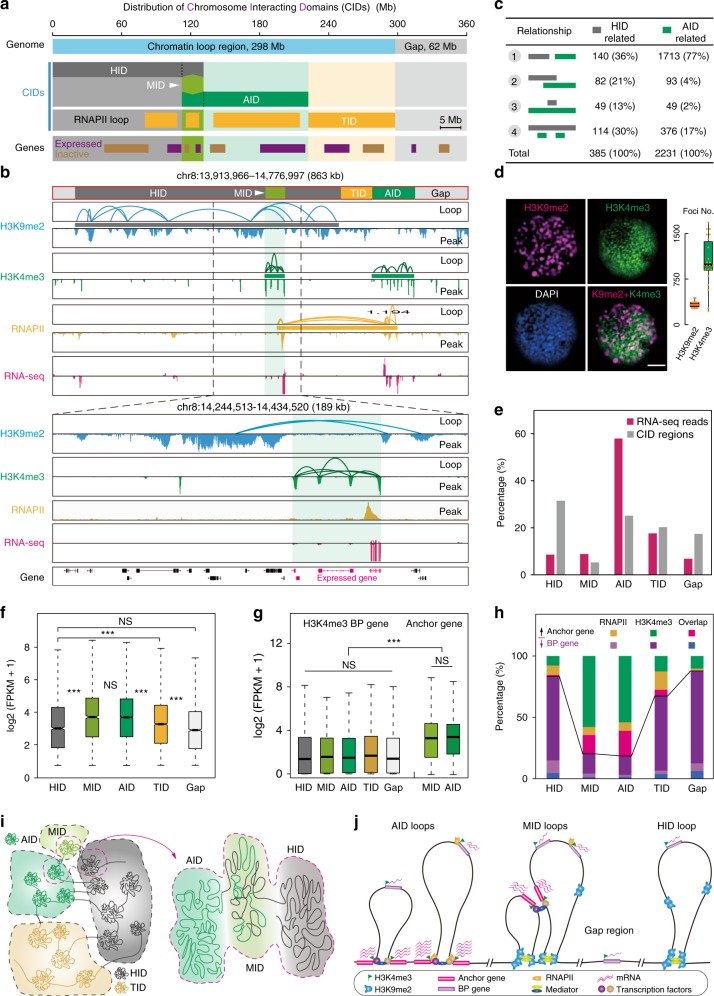
Rice chromatin organization and its transcriptional function. **a** Bar chart of genomic coverage by different chromosome interacting domains (CIDs). The majority of the rice genome is covered by CIDs (297 Mb, 82%), whereas a minor portion is gap regions not covered by chromatin interactions (63 Mb, 18%). HIDs, 114 Mb, 32%; AIDs, 91 Mb, 25%; MIDs, 19 Mb, 5%, and TIDs, 73 Mb, 20%. **b** Browser view of different CIDs showing interval arrangement. Dotted box represents a MID segment. Anchor genes with both H3K4me3 modification and RNAPII occupy show higher transcriptional activity than those with only H3K4me3 modification in both HID and MID regions. **c** Four categories of intersection relationships between HID-related and AID-related segments. **d** Microscopic images of H3K9me2- and H3K4me3-immunostaining speckles. H3K9me2 (purple), H3K4me3 (green), DNA stain (DAPI, blue), and overlapped H3K9me2- and H3K4me3-immunostaining speckles (orange) in the rice nucleus. Bar = 2 μm. Data are mean ± s.e.m. *N* = 22. **e** Percentage of RNA-seq reads mapped to the indicated CID regions. **f** Boxplot for transcription levels of expressed genes in four categories of CIDs and gap. NS no significant difference. ***p < 0.001 from Kruskal–Wallis test. **g** Expression levels of H3K4me3 BP and anchor genes located in HID and MID (existing H3K9me2 loops) and/or other CIDs (no H3K9me2 loop). H3K9me2 loops (existed in) have no effect on the expression of H3K4me3-marked BP genes and anchor genes. NS no significant difference. ***p < 0.001 from Kruskal–Wallis test. **h** Percentages of anchor genes and BP genes in the indicated CID modules. **i** The model for chromosomal folding based on H3K9me2, H3K4me3, and RNAPII ChIA-PET data. Zoomed-in region highlights that MID is a transition region between active and inactive domains. **j** Representative chromatin loops from different categories of CIDs and their effects on gene transcription. More red wavy lines indicate higher expression. Boxplots in **d**, **f**, **g** show the median, and third and first quartiles. Source data of **a**, **d**, **f**, **g** are provided as a source data file

We investigated genomic properties, epigenomic marks, and transcription activity of different CID modules. The results in Supplementary Fig. 10a–f showed that, AID regions displayed the lowest proportion of *Gypsy* and *Copia* retrotransposons and the highest proportion of *Harbinger* and *Mariner* DNA transposons, as well as the highest density of expressed genes. By contrast, the opposite genomic properties were observed in HID regions compared with those in other regions. Consistently, AID regions comprised the lowest DNA methylation level and inactive mark H3K9me2 density and the highest densities of active marks H3K4me3 and H3K27ac and transcribed mark H3K4me1. HID regions, on the other hand, presented the opposite epigenomic properties (Supplementary Fig. 10g–l). Furthermore, the majority of transcription intensity (85%) and expressed regions (79%) were located in the H3K4me3- and/or RNAPII-related modules (Fig. 4a, e). The transcriptional activity was the highest in the AIDs and MIDs, and higher in TID and the lowest in HID and gap regions (Fig. 4f). Consequently, we defined AID and MID as active modules, TID as moderate transcribed modules, and HID and gap regions as inactive or weak-transcribed modules. These results suggested that different module categories represent distinct genomic and epigenomic properties for genome transcription.

We also investigated the effects of chromatin loops on the transcriptional activity of anchor genes and BP genes. Unexpectedly, we found similar expression levels of H3K4me3 BP genes in all module categories (Fig. 4g), indicating that both H3K9me2 loops and H3K4me3 loops do not affect the transcriptional activity of BP genes. The observations that equal transcription activities of H3K4me3 anchor genes (Fig. 4g) and RNAPII anchor genes (Supplementary Fig. 10m) occur both within or without H3K9me2 loops suggested that the formation of heterochromatic looping had no significant effect on the transcriptional regulation of H3K4me3 and RNAPII anchor genes. Furthermore, we confirmed that the transcriptional levels of expressed genes in different modules were correlated with the percentages of anchor genes (Fig. 4f, h). These results suggested that the spatially separated active and inactive compartments (even those with partial overlap in the linear genome) are independent transcriptional units.

Furthermore, we investigated the relationship between TADs and CIDs. Approximately 25% of the rice genome was covered by identified TADs^28^, while the CIDs covered ~82% of the genome (Fig. 4a; Supplementary Fig. 11a). TADs had a median size of 45 kb, which is larger than that of AIDs (28 kb), TIDs (28 kb), and MIDs (25 kb), but smaller than HIDs (63 kb) (Supplementary Fig. 11b). 

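The median segment of MH63 was 62.7 kb for HID (95% interval 56.2 to 70.7 kb), 28.2 kb for AID (95% interval 25.4 to 31.5 kb), 31.1 kb for TID (95% interval 28.5 to 33.6 kb) and 25.0 kb for MID (95% interval 22.1 to 27.3 kb). The intervals of AID and TID overlapped, as did those of AID and MID, so only HID stood apart from all others. There were 711 HID, 1911 AID, 1793 TID and 516 MID segments. With at least 2 loops over each base, the medians were 48.8 kb for HID, 15.3 kb for AID, 27.5 kb for TID and 15.3 kb for MID. TADs were not analysed here.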

We overlapped the identified TADs with different CIDs. Compared with the proportions of CID coverage in the rice genome, MID (or TID) regions had the similar proportions of coverage in TADs, while AID regions were enriched in TADs and HID regions were decreased in TADs (Supplementary Fig. 11c). Although some TADs coincided well with different types of CIDs (Supplementary Fig. 11a, purple box), most of the TADs covered or overlapped multi-CIDs with distinct genomic properties (Supplementary Fig. 11d, e). Together, these results indicate that TAD is a larger spatial chromatin interaction domain that was composed of various CIDs, while different types of CIDs serve as more accurate sub-TAD domains to annotate the spatial genome architecture.

Collectively, we presented a comprehensive rice 3D model for transcriptional regulation, termed the compartment model (Fig. 4i, j). The rice genome is a hierarchical architecture organized at multiple scales, including chromatin loops, CIDs, compartments, and chromosome territories. The 3D architecture was divided into five modules with distinct genomic and epigenomic properties at the CID scale as follows: AID (active module), HID and gap regions (inactive/weak transcriptional module), MID (active module, transition module between AID- and HID-related segments), and TID (medium transcriptional module). Taken together, these modules are arranged in segments in rice genome (Supplementary Fig. 9) and are organized into independent transcription domains with distinct biological functions.

### Genetic variants alter chromatin topology and transcription

Since genetic variations can influence inheritance characteristics in the rice genome, we evaluated the effects of genetic variations on histone marks enriched regions between two rice varieties (MH63 and ZS97). The inactive mark H3K9me2 showed a higher rate of differential peak than did the active mark H3K4me3 (Fig. 5a). Interestingly, most of these differential peaks were basal peaks, with only a small proportion of the differential peaks serving as interaction anchors (Fig. 5b). The main reason for these differential epigenetic mark peaks may be associated with single-nucleotide polymorphisms and insertion/deletions, followed by presence/absence variations (PAVs), while inversions and translocations had smaller effects on these changes (Fig. 5c). Most genes related to the differential peaks were distributed genes (Fig. 5d), in consistent with the regions contained the distributed genes varied largely across rice varieties. These observations suggested that genetic variation regions tend to be silent and not involved in chromatin interactions.

**Fig. 5:**
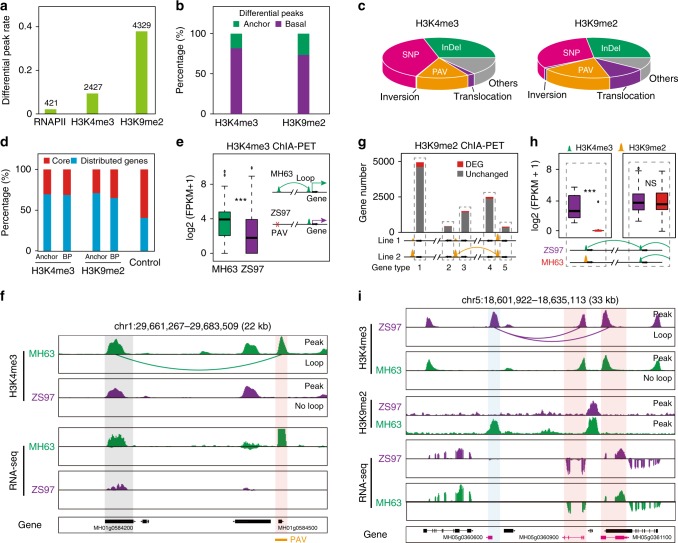
Effects of genetic variations on chromatin topology and transcription. **a** Rates and numbers of H3K4me3 and H3K9me2binding sites and RNAPII occupancy in the two rice varieties MH63 and ZS97. **b** Percentages of H3K4me3 and H3K9me2 differential peaks involved and not involved in chromatin interactions. **c** Pie chart for the proportion of different genetic variation types overlapped with H3K4me3 (upper) and H3K9me2 (bottom) differential peaks involved in interactions. Most (~80%) differential peaks overlapped with single-nucleotide polymorphisms (SNPs), insertion/deletions (InDels), or presence/absence variations (PAVs). **d** Distributions of H3K4me3 and H3K9me2 differential peak-associated core and distributed genes. Percentages of core and distributed genes in 453 rice accessions serve as control. **e** Transcription level of loop-connected and not connected genes in MH63 and ZS97 caused by PAV (present in MH63 and absent in ZS97). ***p *<* 0.001 from Wilcoxon test. **f** Representative screenshot shows a H3K4me3 loop present in MH63 but absent in ZS97 caused by a PAV. The loop-connected gene MH01g0584200 in MH63 is more active than that in ZS97. **g** Expression change status of genes around (±10 kb) H3K9me2 differential peaks. From left to right, the bars represent (1) genes surrounding H3K9me2 differential peaks without interactions, (2) H3K9me2 differential peaks associated loop-outer genes, (3) H3K9me2 differential peaks associated loop-inner genes, (4) H3K9me2 differential peaks associated loop-connected loop-inner genes, (5) H3K9me2 differential peaks associated loop-connected loop-outer genes in turn. The red parts refer to the differentially expressed genes (DEGs), which occupy only a very small proportion (<10%). **h** Effect of H3K4me3 peaks and loops disrupted by H3K9me2 modification on transcription of genes on the indicated locus. Schematic below is a brief model. NS no significant difference. ***p < 0.001 from Wilcoxon test. **i** An example shows one H3K4me3 anchor was replaced by an H3K9me2 peak, causing the loop changes associated with the H3K4me3-marked region. However, there was no influence on the expression of other looped genes. Boxplots in **e**, **h** show the median, and third and first quartiles. Source data of **f**, **i** are provided as a source data file

To investigate whether genetic variations could alter chromatin topology and transcription, we identified 86 H3K4me3-associated loops present in MH63 but absent in ZS97, which was associated with by PAVs. In MH63, the expression level of genes aggregated through these loops was significantly higher than that in ZS97 (Fig. 5e). For example, the *MH01g0584500* gene is present in MH63 but absent in ZS97, and there was a chromatin interaction between *MH01g0584500* gene and *MH01g0584200* gene in MH63. 

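In the region of chromosome 1 drawn in Fig. 5f, the MH63 lists held 2 H3K4me3 loops with both anchors inside, and both started from the anchor from 29665082 to 29666830. The drawn loop ended at 29679176 to 29680237, with a span of 13.8 kb, a PET count of 5 and an FDR of 8.52e-08. The other ended at 29676248 to 29677873, with a span of 11.1 kb, a PET count of 8 and an FDR of 1.69e-14. No RNAPII or H3K9me2 loop had both anchors there. The region has no ZS97 counterpart in the same coordinates, so the loops of ZS97 at this locus were not analysed here.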

The expression level of the interacting gene *MH01g0584200* was higher in MH63 (Fig. 5f). Together, these analyses confirmed that functional genetic variations were associated with H3K4me3-associated chromatin topology and gene expression.

Furthermore, we explored the effects of the differential H3K9me2 on chromatin topology and transcription. Regardless of whether the differential H3K9me2 peaks formed loops, the majority of homologous genes near these differential peaks were silenced or stably transcribed in MH63 and ZS97 (Fig. 5g). We also identified 109 H3K4me3-associated loops that were absent in MH63 but present in ZS97 due to the conversion of H3K4me3 to H3K9me2 on a specific anchor site. 

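In the MH63 region of chromosome 5 drawn in Fig. 5i, 0 H3K4me3 loops had both anchors inside, and 2 had a single anchor there. The region also held 1 anchor of an RNAPII loop that reached outside it, and 0 H3K9me2 loops. The ZS97 side of this locus and the expression of its genes were not analysed here.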

Unexpectedly, although the gene expression was largely inhibited in the conversion locus in MH63, there was no significant change in the expression of the genes in the interaction locus between MH63 and ZS97 (Fig. 5h, i). One possible explanation for this finding is that the majority of genes (93%) in the interaction locus participated in multiple chromatin interactions at the same time. These results indicated that functional genetic variations could alter H3K9me2-mediated chromatin topology but have little effect on the expression of the interacted genes.

### eQTLs spatially associate with e-traits via chromatin loops

Previous genetic analyses revealed that many eQTLs are associated with the expression variation of genes (e-traits) in rice^35,36^. To investigate the potential 3D spatial basis for the genetic regulation of eQTLs on e-traits (Fig. 6a), we collected 9824 eQTLs and e-traits from 210 recombinant inbred lines (RILs) derived from a cross between ZS97 and MH63^36^ (Fig. 6b). From this sample, we detected 1160 (12%) H3K4me3-, RNAPII-, and/or H3K9me2-associated chromatin interactions between eQTLs and e-traits, which is made up of 882 (76%) *cis*-eQTLs and 278 (24%) *trans*-eQTLs (Fig. 6b). Further analysis showed that the contact frequency of these genetic regulations with actual ChIA-PET loops is higher than simulated eQTL-etrait pairs (Fig. 6c), suggesting that spatial connections exist between eQTLs and e-traits. 

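In the MH63 region of chromosome 7 drawn in Fig. 6d, the lists held 3 H3K4me3 loops and 2 RNAPII loops with both anchors inside. An H3K4me3 loop joined 24981277 to 24982184 with 25001335 to 25003515 over 20.7 kb, with a PET count of 8 and an FDR of 4.85e-13. The other 2 H3K4me3 loops ended at the same right anchor, started at 24986767 and 24994082, and had a PET count of 5 each. The RNAPII loops both ended at 24997619 to 25002221. The longer one started from 24978654 to 24980422 and had a PET count of 7 and an FDR of 1.44e-14, and the other started from 24990027 to 24993851 with a PET count of 5. These are loops of a single joined list per target, and ZS97 was not examined at this locus.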

For an example of a spatially connected *trans*-eQTL locus affected by PAV, the generation of spatial connections from an eQTL resulted in higher expression of an e-trait (*bHLH062* gene) (Fig. 6d). Together, these results indicated that spatial physical proximity exists between eQTLs and their associated e-traits, highlighting the genotype effects on spatial interaction and gene expression.

**Fig. 6:**
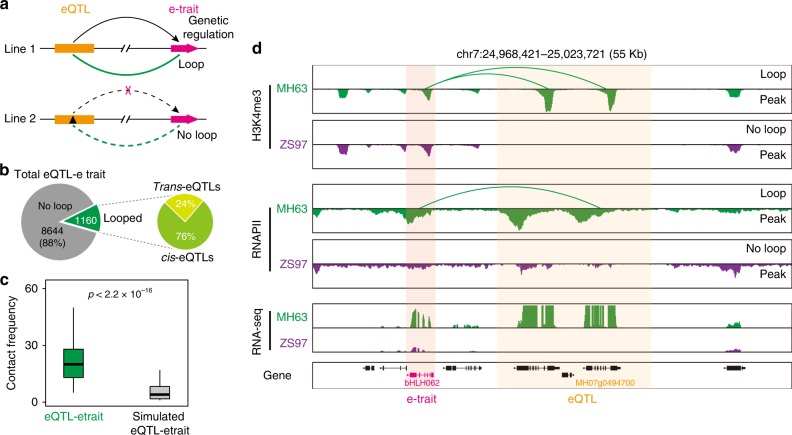
Spatial correlation for the genetic regulation of eQTLs to e-traits. **a** Schematic of expression quantitative trait locus (eQTLs) and expression traits (e-traits) linkages established by ChIA-PET loops. **b** Percentage and numbers of ChIA-PET loop-supported genetic regulation of eQTLs to e-traits (left) and the percentage of *trans*-eQTLs and *cis*-eQTLs (right). **c** Contact frequency of ChIA-PET loop-supported and simulated eQTL-etrait pairs. The distance distribution of simulated eQTL-etrait pairs is similar to that of real eQTL-etrait pairs. The *p* value was calculated by Wilcoxon test. Boxplots show the median, and third and first quartiles. **d** A representative example of ChIA-PET loop-supported eQTLs and e-trait genetic regulation. In MH63, a gene bHLH062 is regulated by an eQTL segment, and they are contacted by H3K4me3- and RNAPII-mediated interactions, while in ZS97, this correlation does not exist. The left highlighted bar shows that this gene exhibits different transcription patterns in rice (MH63 vs ZS97). Source data of **c** are provided as a source data file

## Discussion

In this study, we constructed the high-resolution 3D architecture of rice genomes using antibodies against RNAPII, active mark H3K4me3, and inactive mark H3K9me2. Approximately 82% of the rice genome was annotated and separated into relatively independent spatial interactive modules, while the spatial independence between active and inactive modules was further validated with an immunofluorescence assay. Notably, 35% of H3K9me2 peaks participated in the inactive modules. In view of the stability of H3K9me2 modification across tissues, the inactive modules may act as scaffolds of the 3D architecture and separate the active modules into different spaces. In the active module, anchor genes involved fundamental biological processes and were organized into different clusters. The distinct transcriptional potential for different module categories mainly depended on the density and relative ratio of basal and anchor genes. Based on these findings, we provide the high-resolution 3D genome organization principles within active and inactive segments, which are separately assigned to different modules or subcompartments with spaced arrangements in the rice high-order genome architecture^28,29^. In addition, it has been recently reported that the dynamics of A/B compartments and TAD domains is associated with the gene expression changes in different tissues^37^. We speculate that active- and inactive-interacting modules identified in this study might also be dynamic between tissues. Previous study reported that the Rabl conformation of rice chromosomes only exist in xylem cells according to FISH experiments^38^, and was hard to observe in Hi-C contact maps in seedlings^28–30,37^. This type of chromosome conformation cannot be detected in our ChIA-PET data. This might be caused by the fact that the 3D genome architecture captured by Hi-C and ChIA-PET method only reflects ensemble structure from different cell types (mesophyll, meristematic, epidermal, vasculature, and guard cells) in rice seedlings.

In contrast with both RNAPII-tethered promoter–enhancer and promoter–promoter interactions in mammals^8,18,19^, we detected only extensive PPIs organized by RNAPII (and H3K4me3) in rice, suggesting that the function of RNAPII varies in higher-order chromatin structure between rice and mammals. One possibility is that the function of mammalian RNAPII to tether promoter–enhancer interactions may be replaced by other factors (such as specific histone modifications or transcription factors) in rice. Another possibility is that there are few typical promoter-enhancer interaction in rice. Consistent with previous studies in mammals^8^, the genetic evidence indicated that promoter fragments in H3K4me3 and/or RNAPII looping enhanced gene transcription. In addition, a higher interaction dimension of the promoters resulted in a higher level of gene expression. Thus, anchor promoters of H3K4me3 and RNAPII may be enhancer-like and play an important role in gene transcription regulation through constructing the rice 3D architecture.

## Methods

### Plant materials and tissue collection

Two rice varieties, ZS97 and MH63 (the parents of one of the most widely cultivated rice hybrids in China, Shanyou 63) were used in this study. The germinating seeds were collected by soaking dry seeds in water for 72 h at 37 °C. The germinated seeds were grown in a phytotron with the day/night cycle set at 14 h/10 h and a temperature of 32 °C/28 °C. Young leaves of 2-week-old seedlings were collected and immediately cross-linked.

### Long-read ChIA-PET library construction and sequencing

Rice long-read ChIA-PET libraries were constructed with a modified ChIA-PET method^6^. Briefly, rice tissues were dual cross-linked with 1% formaldehyde (SIGMA, F8775) for 10 min and 1.5 mM ethylene glycol bis (succinimidylsuccinate) (Thermo Fisher Scientific, 21565) for 30 min at room temperature. The tissues were transferred to 0.2 M glycine for stopping the cross-linking reaction and rinsed three times with ddH2O. Frozen tissues were kept at −80 °C until use. For each experiment, about 4 g of sample was ground in liquid nitrogen into fine powder and resuspended in 100 ml of EB1 buffer (0.4 M sucrose, 10 mM Tris–HCl, 5 mM b-mercaptoethanol, and 1 mM PMSF). The mixed solution was filtered through Miracloth, and the filtrate was centrifuged at 1800 × *g* for 10 min at 4 °C. The pellet was washed three times in 5 ml of EB2 buffer (0.25 M sucrose, 10 mM Tris–HCl, 5 mM b-mercaptoethanol, 10 mM MgCl2, 1% Triton X-100, and 1 mM PMSF) and centrifuged at 2000 × *g* for 10 min at 4 °C. Subsequently, the pellet was resuspended in 2 ml of EB3 buffer (1.7 M sucrose, 10 mM Tris–HCl, 5 mM b-mercaptoethanol, 2 mM MgCl_2_, 0.15% Triton X-100, and 1 mM PMSF) and centrifuged at 2000 × *g* for 1 h at 4 °C. The final pellet was resolved in 1 ml of NLB buffer (10 mM Tris–HCl, 20 mM EDTA, 400 mM NaCl, 1% Triton X-100, and 2 mM PMSF). Sonicate chromatin solution into 1–3 kb (High level, 30 cycles, 30 s ON, and 50 s OFF) using a Bioruptor (Diagenode). Centrifuge the chromatin fragments at 2000 × *g* for 10 min at 4 °C and transfer the supernatant to a new tube for immunoprecipitation. To coat antibodies to magnetic beads, take 60–100 μg antibody (RNAPII, BioLegend, 920102; H3K9me2, Abcam, ab1220 and H3K4me3, ABclonal, A2357) and mix with 800 μl suspended protein G (~1:100 dilution) magnetic beads at 4 °C for 8 h with rotation. Mix sheared chromatin solution to antibody-loaded beads in a new tube at 4 °C overnight with gentle rotation. The supernatant was discarded and the beads were sequentially washed with 5 mL 0.1% SDS FA cell lysis buffer (0.05 M HEPES-KOH, 0.15 M NaCl, 0.001 M EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, and 0.1% SDS) for three times, 5 mL High salt ChIP buffer (0.05 M HEPES-KOH, 0.35 M NaCl, 0.001 M EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, and 0.1% SDS) twice, 5 mL ChIP wash buffer (0.01 M Tris–HCl, 0.25 M LiCl, 0.001 M EDTA, 2.5% NP-40, and 0.5% sodium deoxycholate) once and 5 mL 1 × TE buffer (pH 8.0, Ambion, cat. no. AM9849) twice. ChIP DNA was used for end-repair and A-tailing using T4 DNA polymerase (Promega, cat. no. M421F) and Klenow enzyme (NEB, cat. no. M0212L). Proximity ligation of ChIP DNA was performed using biotinylated bridge-linker (forward strand: 5′-[5Phos]CGCGATATC/iBIOdT/TATCTGACT-3′, reverse strand: 5′-[5Phos]GTCAGATAAGATATCGCGT-3′). Protein-DNA complex was reverse cross-linked and the ChIA-PET libraries were prepared by using Tn5 transposase (VAHTS; cat. no. TD501). The libraries were sequenced (2 × 150 bp) using Illumina Hiseq X-Ten (Beijing AnnoRoad Company).

### Immunofluorescence assay

Rice nuclei isolated from formaldehyde-fixed rice leaves were spread on microscope slides for specimen preparation. Rabbit anti-H3K4me3 (ABclonal, A2357) and mouse anti-H3K9me2 antibodies (Abcam, ab1220), which were used at a 1:200 dilution, were detected with donkey anti-rabbit IgG-Alexa 488 (1:100 dilution, ABclonal, AS035) and goat anti-mouse IgG-TRITC antibodies (1:100 dilution, ABclonal, AS026), respectively. The specimens were counterstained with vectashield antifade mounting medium (Vector, H-1220) and observed under a Nikon N-SIM microscope with 3D SIM mode to scan all the immunofluorescence at different *z*-axis in the whole nuclei. Spot function of Imaris X64 software (www.bitplane.com) was applied to count the foci with an estimated diameter of 0.15 μm and a threshold on “quality”, allowing an accurate detection of visible foci without including the background signal. A total of 22 nuclei were analyzed and averaged for foci counts.

### ChIA-PET data processing

ChIA-PET data were processed with updated ChIA-PET Tool software^39^, a JAVA-based package for automatic processing of ChIA-PET sequence data, including linker filtering, read mapping, redundancy removal, protein-binding sites, and chromatin interaction identification. The genomes were from two rice varieties, MH63 and ZS97, which were downloaded from RIGW. In the ChIA-PET Tool pipeline, we chose ChIP-seq peaks extended by ±10% as the given anchors to call clusters. Considering the technical noise, we identified high-confidence clusters by FDR < 0.05 and a given PET count, which was decided by data sequencing depth. The precise statistics of ChIA-PET replicate data sets and combined data sets are summarized in Supplementary Table 1.

### ChIA-PET contact map construction and normalization

Inter-ligation pets (Ipets: genome span of two tags per pet >8 kb) obtained from H3K4me3- and RNAPII-mediated ChIA-PET unique mapping reads were used to generate raw contact maps with bin size settings of 100, 50, and 10 kb. The raw contact matrix was calculated by the bedpe2Matrix program from ChIA-PET2 software^40^ with “--all --matrix-format complete” parameters. For matrix normalization, we processed the raw contact maps by iterative correction methods from HiC-Pro software^41^ with default settings to adjust the count of the contact matrix. ChIA-PET contact maps were visualized by HiCPlotter software^42^.

### A/B compartment delineating

We used an eigenvector program from juicer software^43^ to delineate A/B compartments in ChIA-PET data at 100, 50, and 10-kb resolution. During this study, each chromosome was divided into fixed windows at coarse resolution. The first principal component of the correlation matrix indicated the compartments.

### Pearson correlation coefficient for co-expression analysis

RNA-seq data of 20 rice tissue samples were collected from the GEO dataset. The detailed information, including GEO accessions and tissue types, is summarized in Supplementary Table 2. Raw reads were mapped to the MH63 reference genome using hisat2^34^ with “--dta-cufflinks” parameters. Mapped reads (.sam format) were further converted to bam format and sorted by read position through samtools^44^. FPKM values were calculated by Cufflinks^45^ with default parameters. The mean value of replicates is referred to as the gene expression level.

According to FPKM values from 20 tissues, we analyzed the co-expression correlation of H3K4me3- and RNAPII-mediated interacting gene pairs (Fig. 2h; Supplementary Fig. 3f). The PCC per anchor gene pair was calculated, and the mean PCC of all interacting anchor gene pairs was considered as the actual co-expression correlation coefficient. Then, we randomly simulated gene pairs 1000 times and set them as controls. Random gene pairs A: randomly simulated gene pairs which have the same physical distance with anchor gene pairs. Random gene pairs B: randomly selected histone-marked gene pairs which have the same physical distance with anchor gene pairs.

As for the co-expression study of subnetworks (Fig. 2l), we selected the top 100 complex subnetworks. For each subnetwork, the mean PCC of all anchor gene pairs in this subnetwork was used as the PCC value of this subnetwork. We compared PCC value of these 100 subnetworks with control.

### Promoter–promoter network analysis

Based on the connection of H3K4me3-associated PPIs, we obtained the top 100 complex subnetworks with intrachromosome pet count ≥4 and interchromosome pet count ≥6 and integrated them into a global network by using Cytoscape (version 3.5.1)^46^ as shown in Supplementary Fig. 4. The network was analyzed and visualized by a layout algorithm, Allegro Spring-Electric, supported by the third-party app, AllegroLayout.

### Clustering of H3K4me3-associated intrachromosomal loops

We performed k-means clustering for H3K4me3-associated intrachromosomal interactions by Deeptools^47^. The loop region for clustering was extended by ±10% loop length. According to the transcription factor modification patterns within H3K4me3 loops, we classified all loops into seven groups, as shown in Supplementary Fig. 7.

### Identification of chromosome interaction domains

We first identified multiple chromatin loops that are connected to each other and clustered into candidate domains with continuous chromatin loop coverage. We further calculated the aggregate loop coverage along all chromosomes at base-pair resolution and subtracted these low-coverage regions from the candidate domains. Subsequently, the resulting domain regions were filtered by a genomic span. The domains more than 1 Mb in size (200 kb for AIDs) are excluded and yielded the final TIDs and HIDs. A CID means a genomic region spanned by continuous connected loops mediated by specific protein factor. Four categories of CIDs were defined: H3K9me2-associated HIDs, H3K4me3-associated AIDs, and MIDs covered by both H3K9me2 and H3K4me3, and only RNAPII-associated TIDs.

### Identification of differential peaks

We used a merge function from bedtools software^48^ to combine MH63 peaks (MH63 ChIP-seq data map to MH63) and ZS97 peaks (ZS97 ChIP-seq data map to MH63), which overlap by at least 1 bp. Differential peaks were calculated by the DESeq package^49^ based on the merged binding peaks. The parameters for differential peaks were adjusted *p*-value < 0.05, log2-fold-change >1 or <−1. The numbers of differential peaks are shown in Fig. 5a.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Reporting Summary

Source data

## Data Availability

Data supporting the findings of this work are available within the paper and its Supplementary Information files. A reporting summary for this Article is available as a Supplementary Information file. The sequence data are available at NCBI GEO under accession number GSE131202. All accessions of published RNA-seq data used in this study are provided in Supplementary Table 2. The source data underlying Figs. 1e, f, 2d, k, 3a, d, 4a, d, f, g, 5f, i, and 6c, and Supplementary Figs. 3b, 6c, and 7c, d are provided as a Source Data file. All other data generated and analyzed during the current study are available from the corresponding author upon reasonable request.

# Supplementary material for: Chromatin loops associated with active genes and heterochromatin shape rice genome architecture for transcriptional regulation
**Source:** Nat Commun. 2019 Aug 13;10:3640. doi: 10.1038/s41467-019-11535-9
**Supplement:** Supplementary file 1 — Supplementary information

**Chromatin loops associated with active genes and heterochromatin  
shape rice genome architecture for transcriptional regulation**

*Zhao et al.*

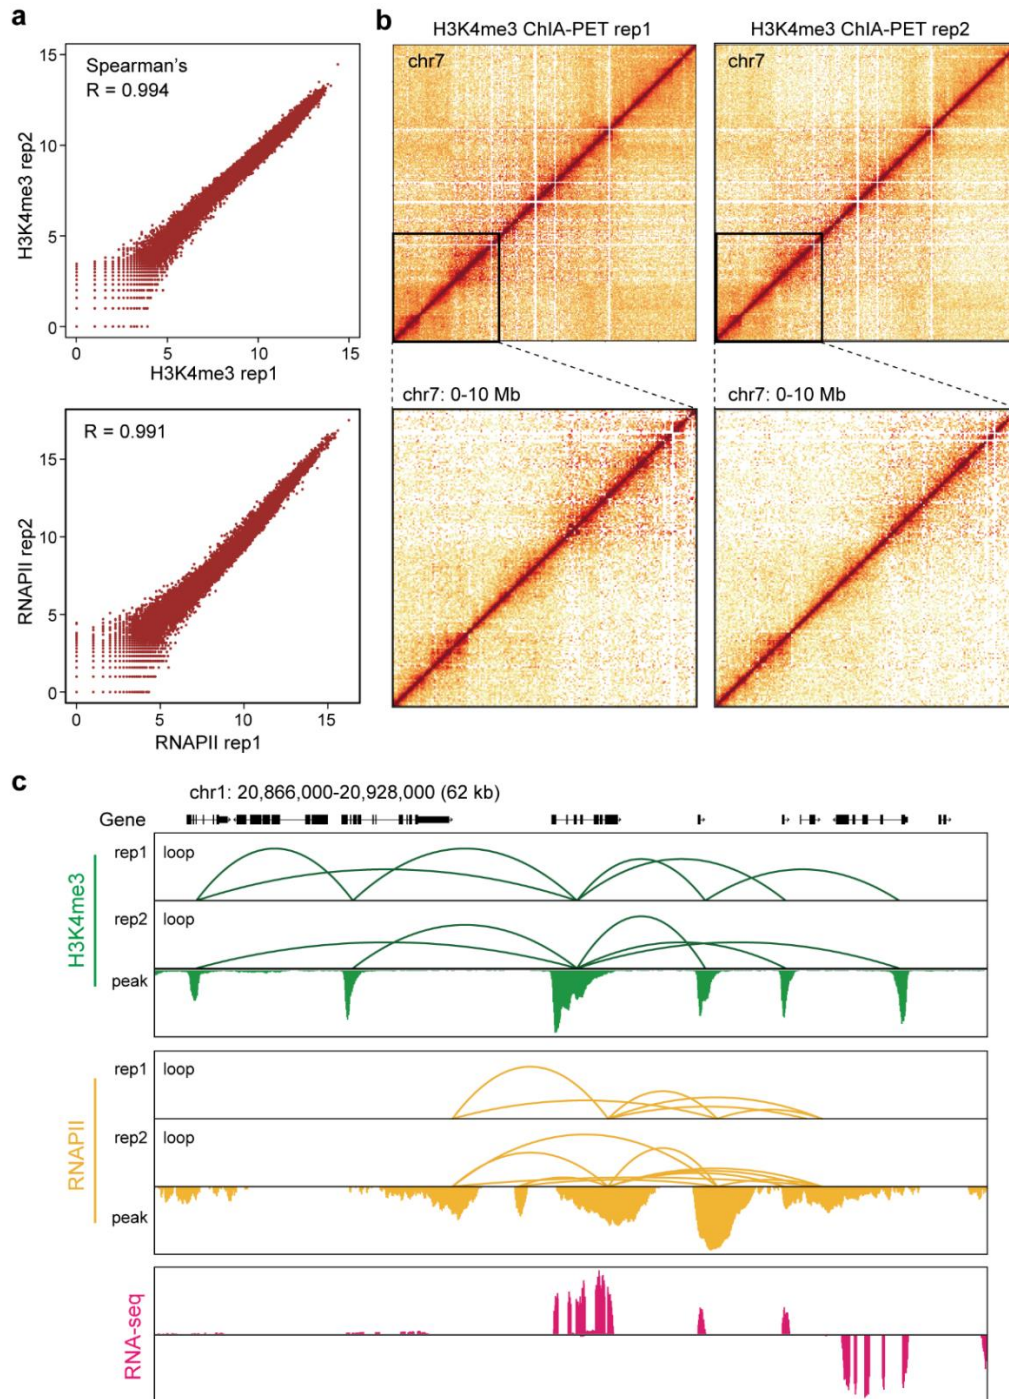

**Supplementary Fig. 1. ChIA-PET data reproducibility.**

**a**, Scatter plots showing the reproducibility between two ChIA-PET replicates in MH63. Upper: H3K4me3-associated ChIA-PET data; lower: RNAPII-associated ChIA-PET data. Spearman correlation coefficients are shown. **b**, Comparison of ChIA-PET interaction heatmaps between two H3K4me3 replicates in MH63 represented by chromosome 7. 

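The tracks drawn in Supplementary Fig. 1c show the replicates side by side, while the lists used here hold loops called from both replicates joined. In that region of chromosome 1 the joined MH63 lists held 5 H3K4me3 loops, with PET counts from 4 to 10, and 11 RNAPII loops, with PET counts from 4 to 39. Because a loop's PET count is the sum over both replicates, its share in each replicate was not analysed here.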

Upper: 100-kb resolution; lower: zoomed-in views at 50-kb resolution. **c**, Genome browser at the indicated region shows the high reproducibility of ChIA-PET data.

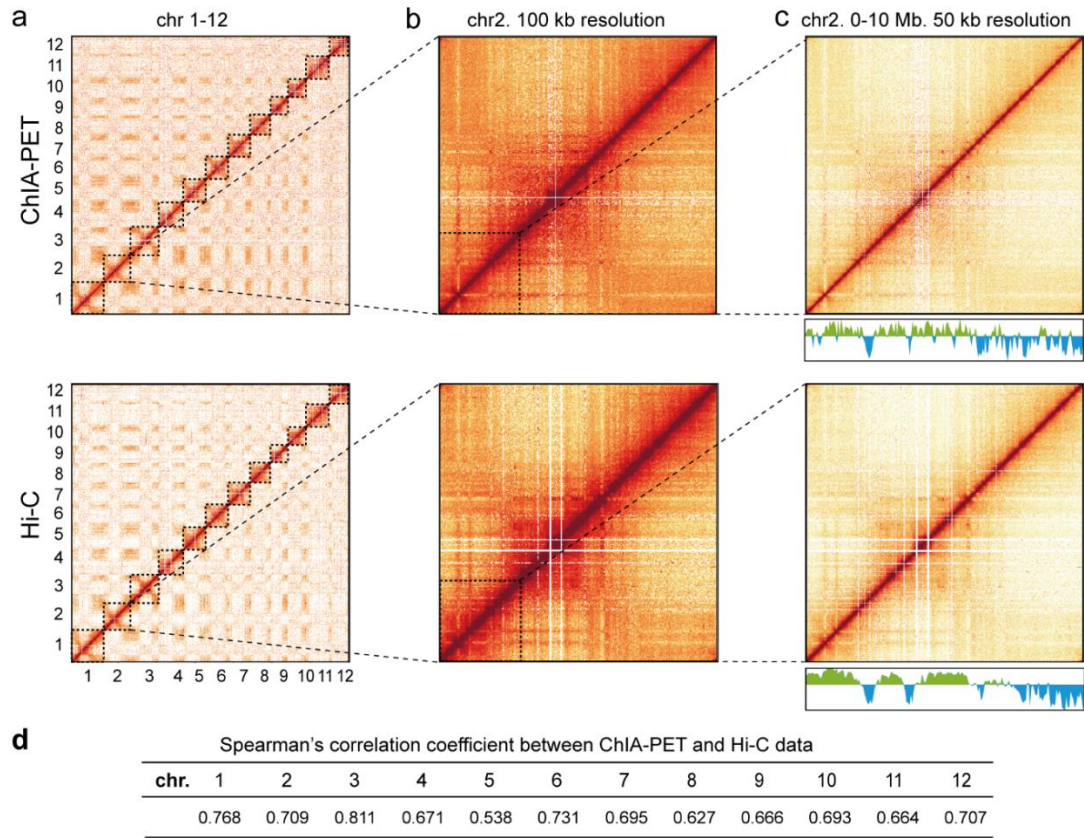

**Supplementary Fig. 2. Comparison between ChIA-PET and *in situ* Hi-C data in rice.**

**a**, Genome-wide contact heatmaps at 100-kb resolution from RNAPII and H3K4me3 with ChIA-PET data (this study) and Hi-C data (previous study) combined. **b**, ChIA-PET and Hi-C maps at 100-kb resolution represented by chr2 showing similar contact patterns. **c**, Zoomed-in views for 0-10 Mb of chr2 at 50-kb resolution showing similar contact patterns. The principal component (PC) 1 values are also shown at the bottom. **d**, Spearman's correlation coefficient between ChIA-PET and Hi-C interaction heatmap matrices (200 kb  $\times$  200 kb) per chromosome.

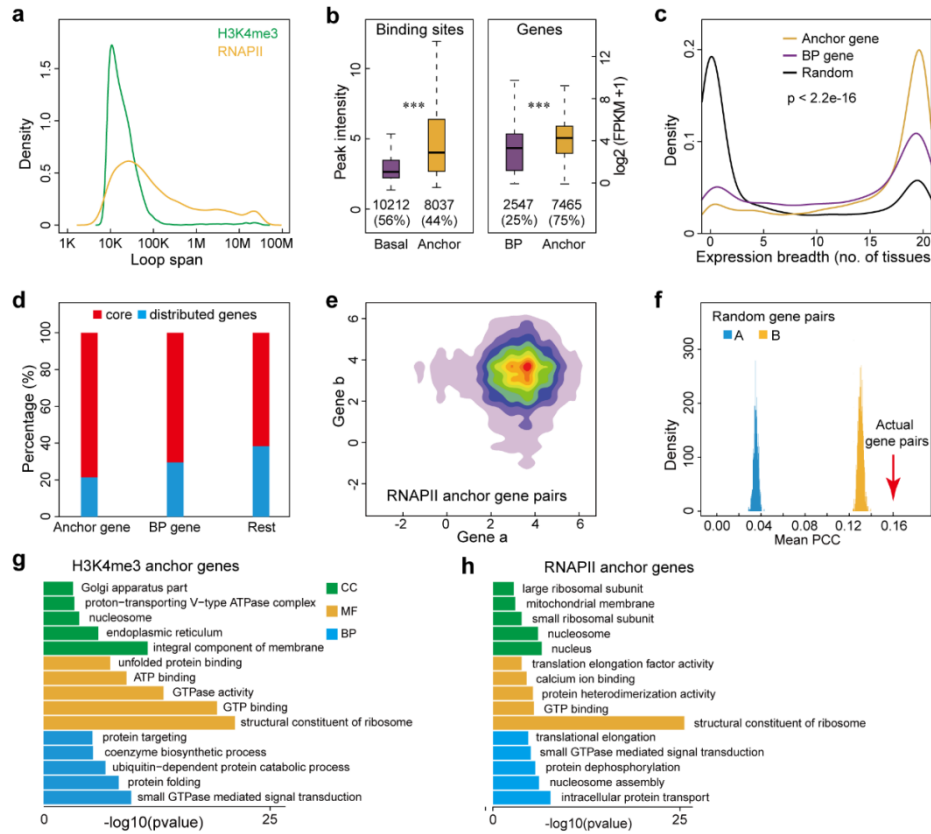

**Supplementary Fig. 3. Features of RNAPII binding peaks and chromatin loops in rice.**

**a**, Loop span distribution of H3K4me3- and RNAPII-associated chromatin interactions. **b**, Boxplots show the intensities of RNAPII peaks (left) and expression levels of genes (right) involved (anchor) and not involved in (basal) interactions. Numbers and percentages are shown. \*\*\* for  $p < 0.001$  from Wilcoxon test. Boxplots show the median, and third and first quartiles. Source data are provided as a Source Data file. **c**, Expression breadth of RNAPII-associated anchor and BP genes. Random genes served as control.  $p < 2.2e-16$  from Kruskal-Wallis test. **d**, Distribution of core and distributed genes in RNAPII-associated chromatin models. **e**, Contour plot of log-transformed FPKM values for co-transcription of RNAPII anchor gene pairs. **f**, Histogram for co-expression analysis of RNAPII anchor gene pairs. The mean Pearson correlation coefficient (PCC) of anchor gene pairs is much higher than that of both randomly simulated gene pairs (A) which have the same physical distance with anchor gene pairs and randomly selected RNAPII-marked gene pairs which have the same physical distance with anchor gene pairs (B). **g-h**, Top five GO terms of anchor genes at three aspects. The bar length represents  $-\log_{10}(p\text{-value})$ . CC, Cellular component; MF, Molecular function; BP, Biological process. Source data of Supplementary Fig. 3b are provide as a Source Data file.

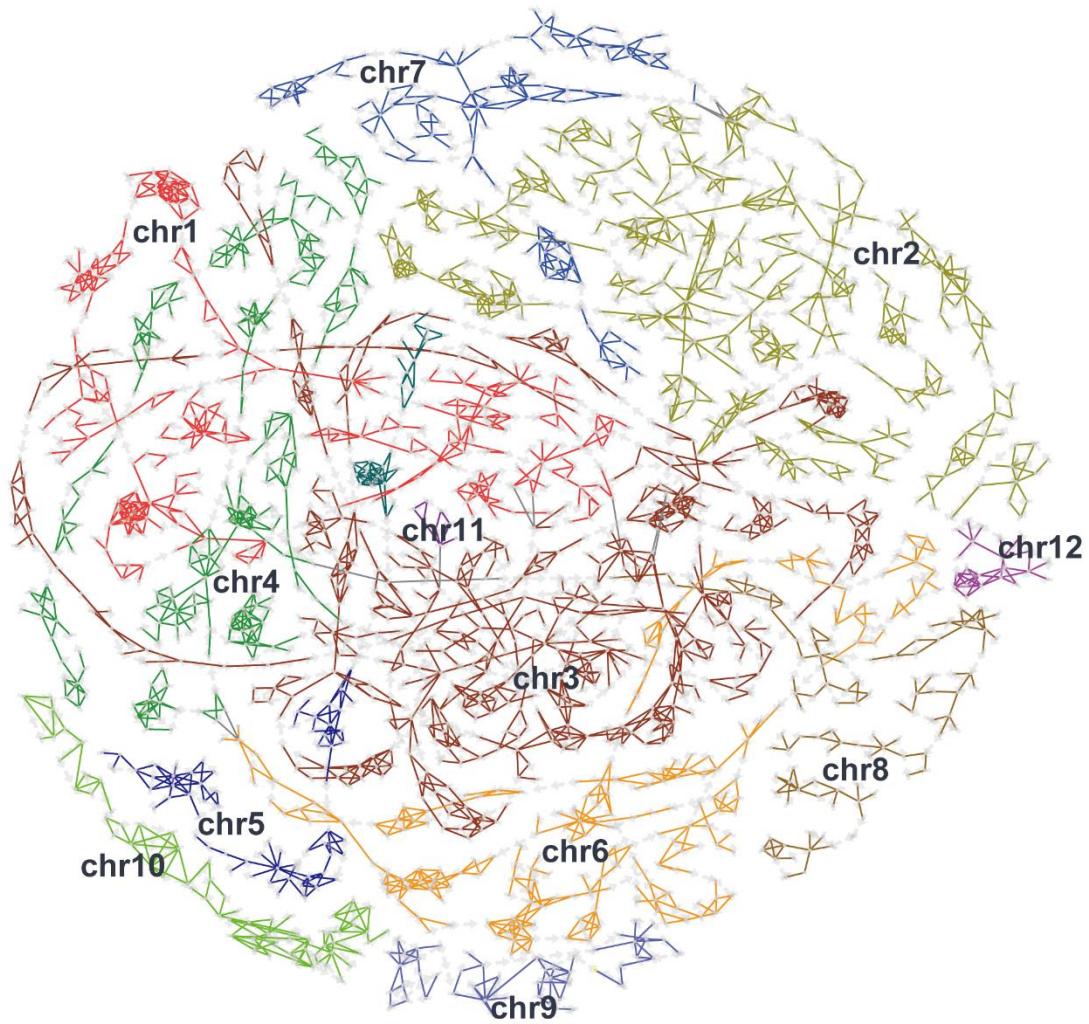

**Supplementary Fig. 4. Global view of H3K4me3-mediated genome interacting structure.**

Network showing overall promoter-promoter interactions identified by H3K4me3 ChIA-PET data, with different chromosomes in different colors. Each chromosome index is marked on its chromatin territory.

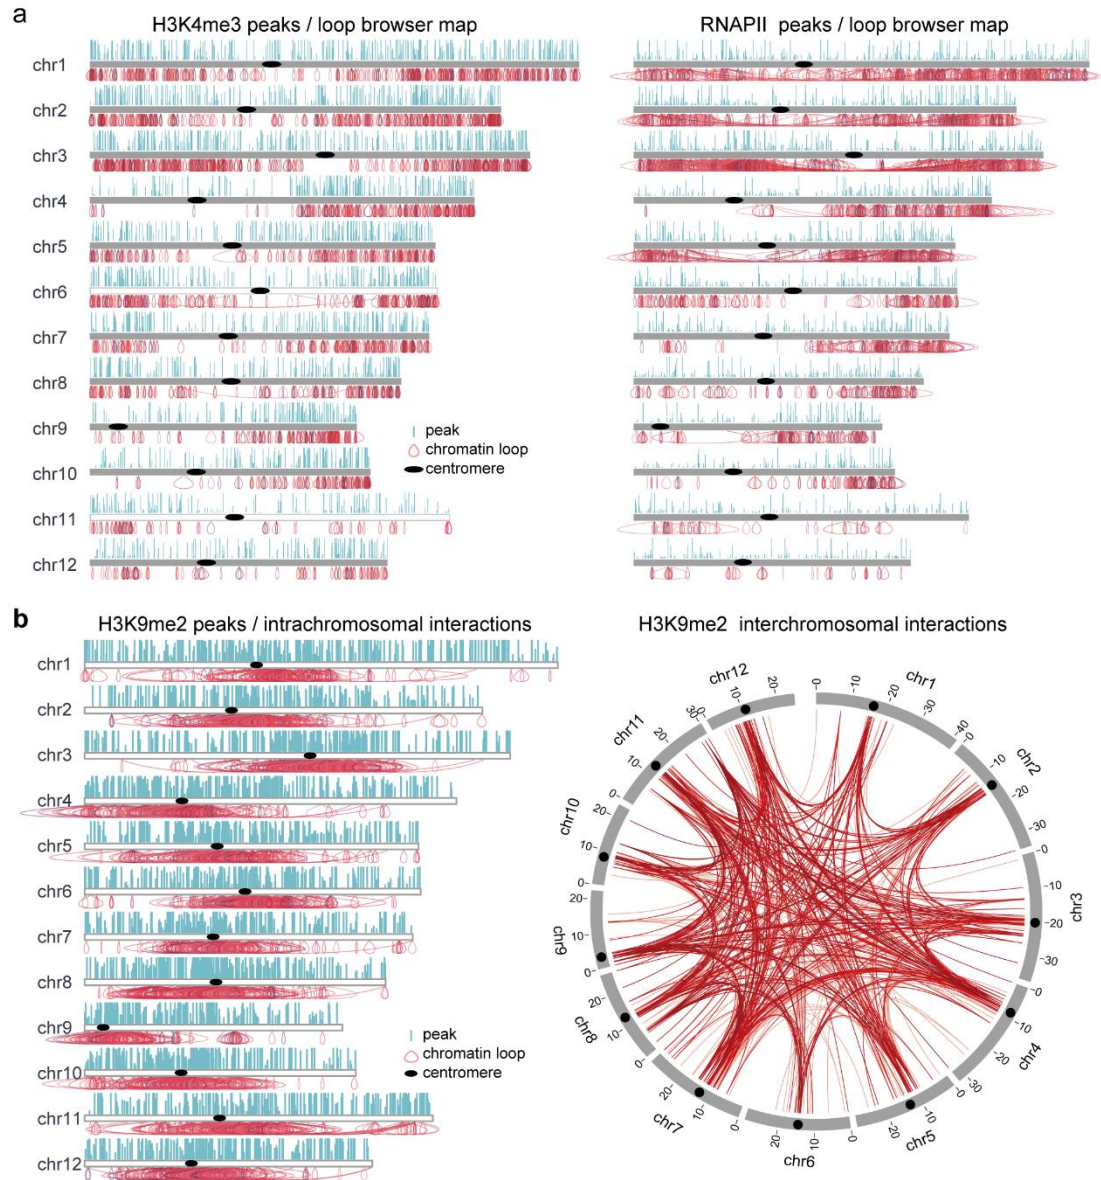

**Supplementary Fig. 5. Global patterns of chromatin interactions.**

**a**, Global views of intrachromosomal interactions from H3K4me3 (left) and RNAPII (right) ChIA-PET data. Blue peaks above chromosomes are binding sites, and red curves under chromosomes are interactions. Redder colors indicate stronger interactions. **b**, Global view of intrachromosomal and interchromosomal interactions mediated by H3K9me2 marked regions. The green bars in graph refer to H3K9me2 binding sites. Red curve refers to interactions; redder colors indicate stronger interactions.

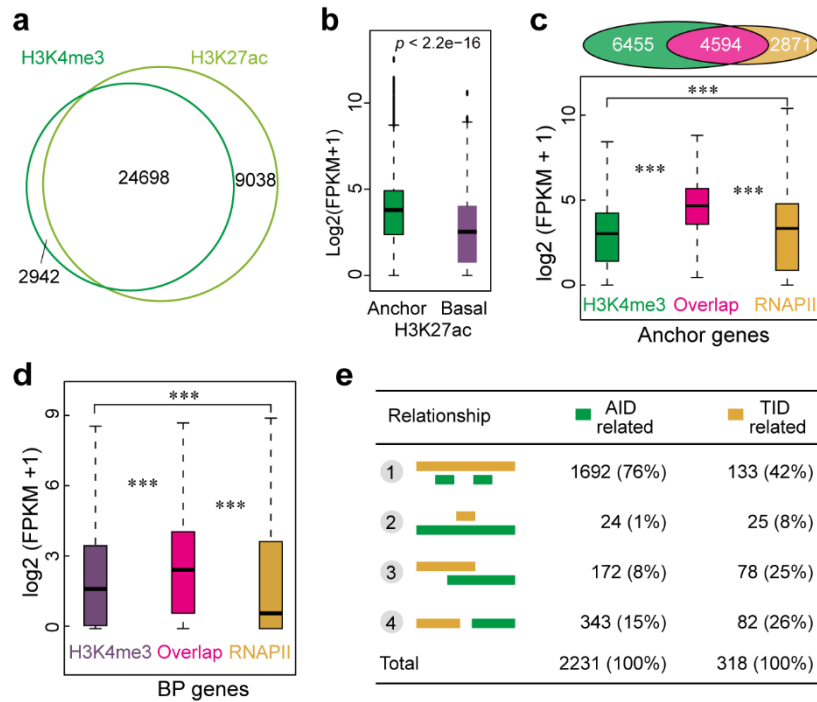

**Supplementary Fig. 6. Relationship of active gene associated chromatin interactions.**

**a**, Venn diagram showing the overlap of H3K4me3 and H3K27ac binding sites. **b**, Boxplots for expression levels of H3K27ac-marked anchor and basal genes. H3K27ac-marked anchor and basal genes were H3K4me3-marked anchor and basal genes overlapped with H3K27ac peaks, respectively. **c**, Expression level of anchor genes marked by H3K4me3 only, RNAPII only or both. Venn diagram shows that 62% of RNAPII anchor genes overlap with H3K4me3 anchor genes. Source data are provided as a Source Data file. **d**, Expression level of BP genes marked by H3K4me3 only, RNAPII only or both. Genes labeled with both RNAPII and H3K4me3 have the highest expression intensity.  $***$  for  $p < 0.001$  from Wilcoxon test. **e**, Four categories of intersection relationships between AID-related and TID-related segments. AID-related, H3K4me3-related active interacting domains, TID-related, RNAPII-related transcriptional interacting domains. Boxplots in Supplementary Fig. 7a, b show the median, and third and first quartiles. Source data of Supplementary Fig. 6c are provide as a Source Data file.

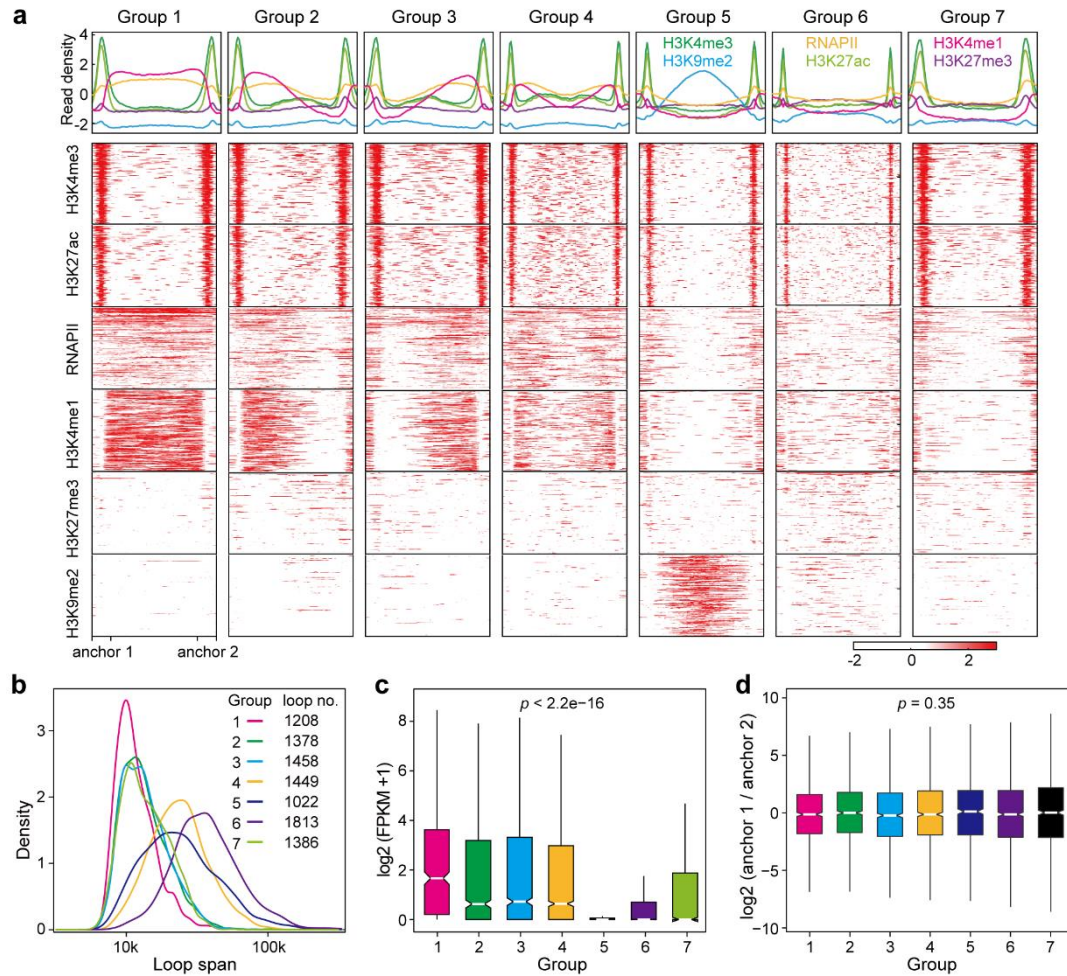

**Supplementary Fig. 7. Epigenome features of H3K4me3 loop regions.**

**a**, H3K4me3-associated loop patterns defined by five histone modifications and RNAPII. Heatmaps showing the histones and RNAPII enrichment signals for all loops as well as their extended regions ( $\pm 0.1$  loop length). **b**, Density plot for the loop span distributions of seven groups in **a**. Group 1 presents the lowest span, while Group 6 presents the highest span. **c**, Boxplot showing the normalized expression level of loop genes (genes within loops, exclude anchor genes) of each group.  $p < 2.2 \times 10^{-16}$  from Kruskal-Wallis test. **d**, Comparison for relative expression intensity of anchor genes at each end of the loop in seven clusters.  $p = 0.35$  from Kruskal-Wallis test. Boxplots in Supplementary Fig. 6c, d show the median, and third and first quartiles. Source Data of Supplementary Fig. 7c and 7d are provided as a Source Data file.

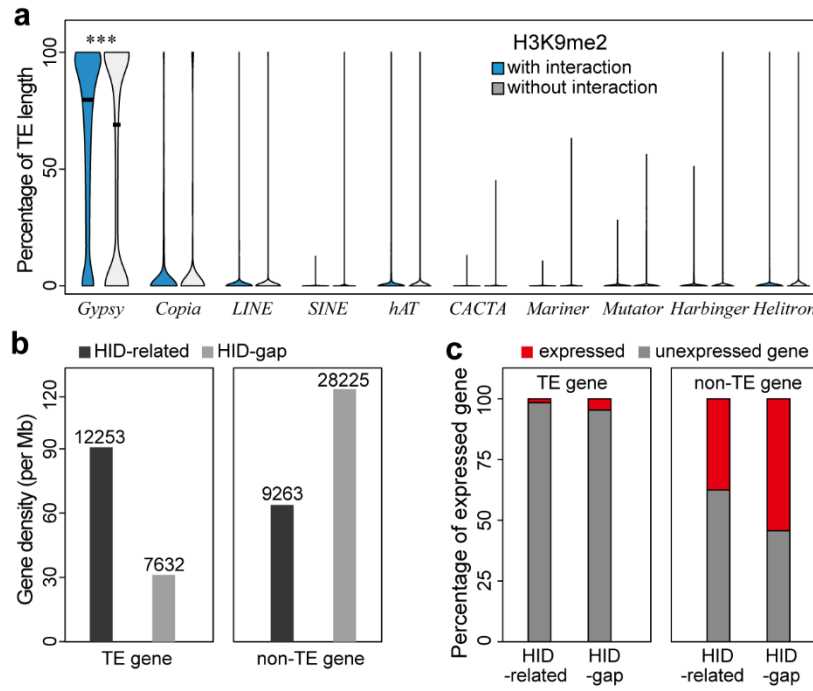

**Supplementary Fig. 8. Genomic features of H3K9me2-associated chromatin interactions.**

**a**, TE occupancy (%) of H3K9me2 binding sites involved and not involved in interactions. \*\*\* for  $p < 0.001$  from Wilcoxon test. **b**, Densities of TE gene (left) and non-TE gene (right) located in HID-related and HID-gap regions, respectively. Gene numbers are also shown. **c**, Percentage of expressed (red) and unexpressed genes (gray) located in the HID-related region and HID-gap region. Left: TE gene; right: non-TE gene.

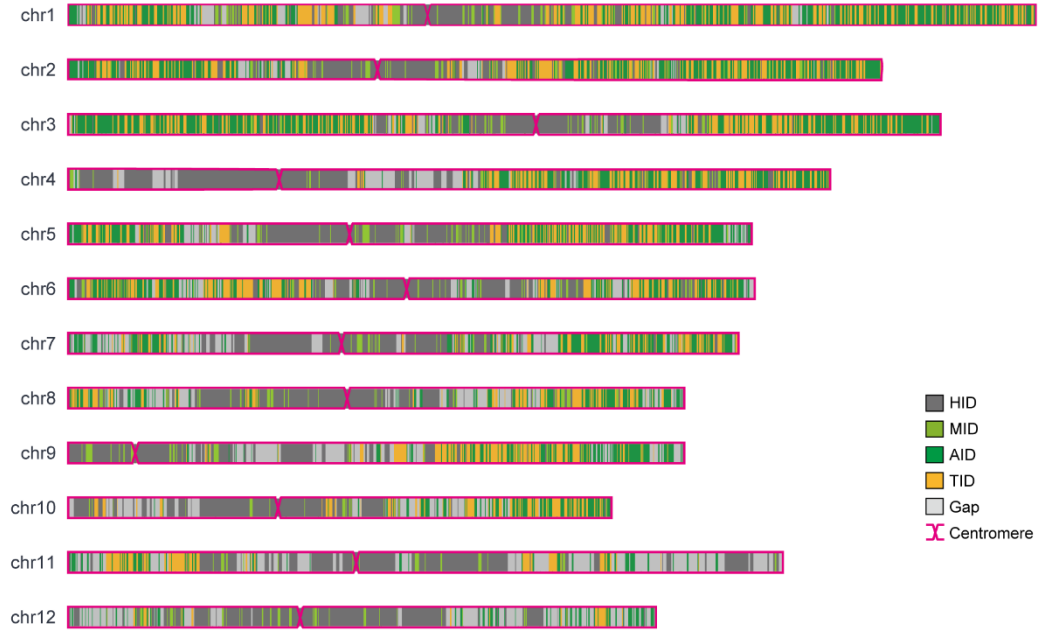

**Supplementary Fig. 9. Global view of different CIDs in each rice chromosome.**

Combinatorial pattern in MH63 showing interval arrangement by different CIDs in rice chromosomes. Overall, HIDs are enriched in centromeres and pericentromeric regions. H3K9me2-mediated heterochromatic interacting domains (HIDs), H3K4me3-mediated active interacting domains (AIDs), mixed interacting domains mediated by both H3K9me2 and H3K4me3 (MIDs), and only RNAPII-mediated transcriptional interacting domains (TIDs).

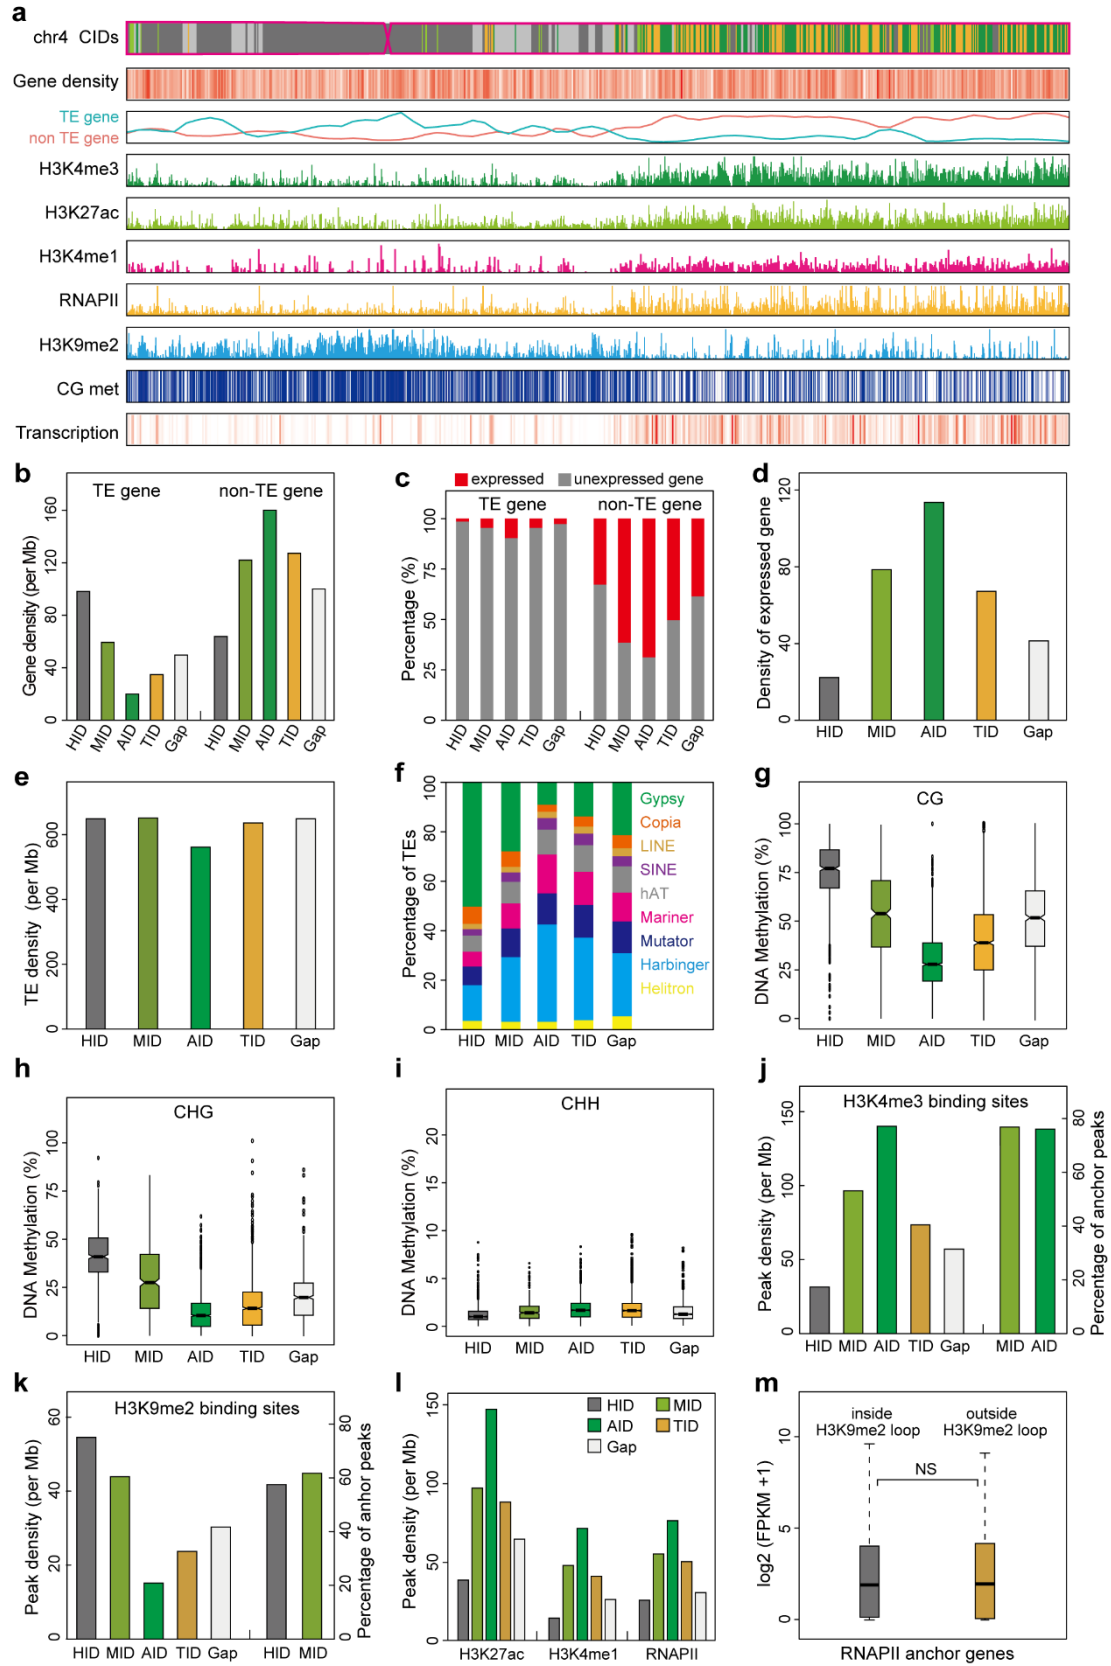

**Supplementary Fig. 10. Genomic and epigenetic properties of CIDs.**

**a**, Colocalization of CIDs, genomic composition and representative epigenetic marks and

transcriptional features within chr4. Densities of genes, epigenetic modifications, CG methylation and gene transcription of chr4 are shown in 50-kb bins. **b**, Densities of TE genes and non-TE genes in different CID categories. **c**, Percentages of expressed genes and unexpressed genes in different CID categories. Left: TE gene; right: non-TE gene. **d**, Densities of expressed genes in different CID categories. **e**, Densities of TEs in different CID categories. **f**, Percentages of different TE components in different CID categories. **g-i**, DNA methylation levels in different CID categories. CG methylation in g, CHG methylation in h, CHH methylation in i. AID shows the lowest, while HID shows the highest. **j**, Densities of H3K4me3 binding sites in different CID categories (left) and the percentages of H3K4me3 anchor peaks in MID and AID (right). **k**, Densities of H3K9me2 binding sites in different CID categories (left) and the percentages of H3K9me2 anchor peaks in HID and MID (right). **l**, Densities of H3K27ac, H3K4me1, and RNAPII binding sites in different CID categories. **m**, Effect of H3K9me2 loop on the expression of RNAPII anchor genes showing that the H3K9me2 loop does not affect the transcription of RNAPII anchor genes. Wilcoxon test, NS, no significant difference. Boxplots in Supplementary Fig. 10g-i, m show the median, and third and first quartiles.

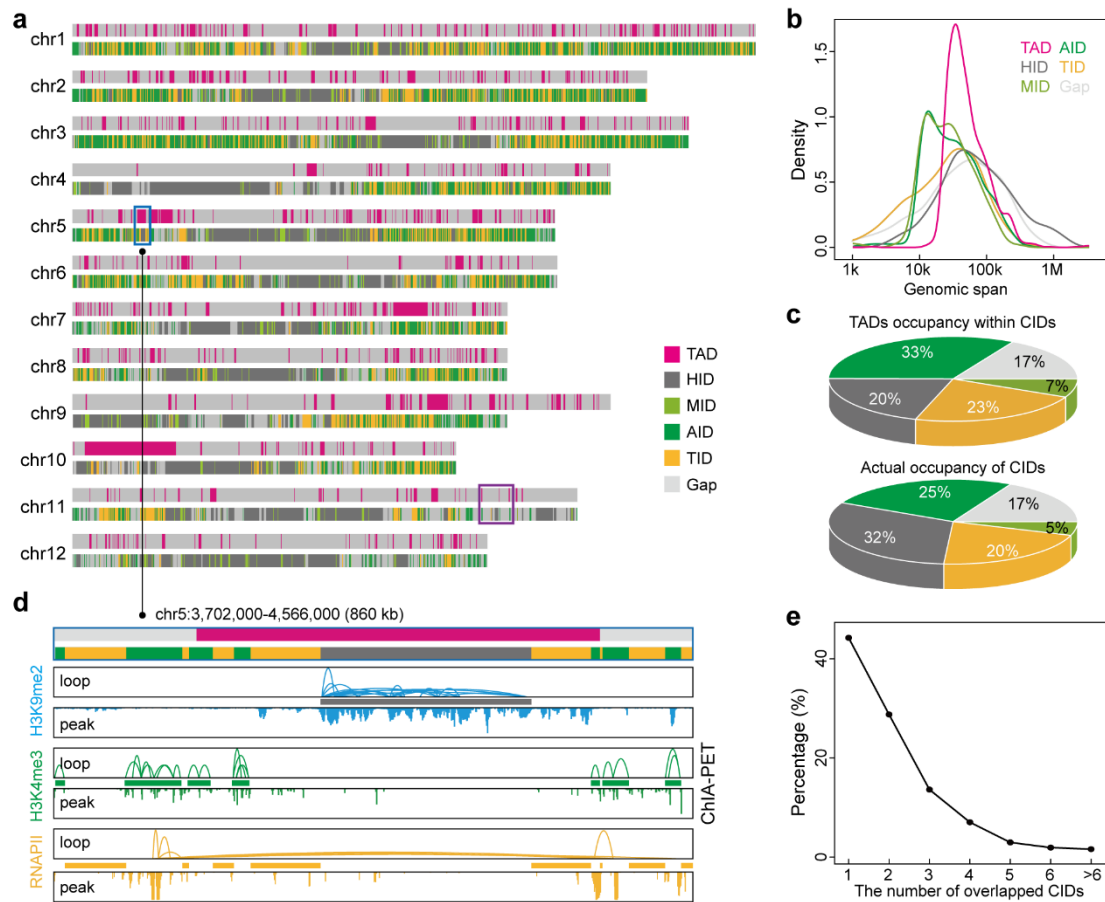

**Supplementary Fig. 11. Comparison of CIDs in this study with TADs identified by Hi-C data.**

**a**, Global distribution of CIDs and TADs in each rice chromosome (MH63). The purple box represented TAD regions that coincide well with CID regions. The blue box represented one TAD covered or overlapped multiple CIDs. **b**, Genomic span distribution of CIDs and TADs. **c**, TADs occupancy within CIDs (upper) and actual occupancy of CIDs (lower). **d**, Zoomed-in view of blue box of a showed an example for a TAD overlapping multiple CIDs. **e**, Percentage of TADs overlapping different number of CIDs.

**Supplementary Table 1. Summary of ChIA-PET libraries.**

| Variety | Factor  | Replicate   | Total PETs  | Uniquely<br>Mapped<br>PETs | Remove<br>redundancy | Self-<br>ligation<br>PETs | Inter-ligation<br>PETs | Other PETs | PET<br>count<br>cutoff | Clustered<br>PET | PET<br>count<br>cutoff | Clustered<br>PET | Intra-<br>chrom<br>cluster | Inter-<br>chrom<br>clusters |
|---------|---------|-------------|-------------|----------------------------|----------------------|---------------------------|------------------------|------------|------------------------|------------------|------------------------|------------------|----------------------------|-----------------------------|
| MH63    | H3K4me3 | Combined    | 138,491,629 | 57,859,019                 | 44,478,609           | 17,643,287                | 23,390,518             | 3,444,804  | 2                      | 373,621          | 4                      | 11,230           | 9,714                      | 1,516                       |
|         |         | Replicate 1 | 81,072,389  | 34,085,399                 | 25,545,916           | 9,297,209                 | 14,517,148             | 1,731,559  | 2                      | 65,438           |                        |                  |                            |                             |
|         |         | Replicate 2 | 57,419,240  | 23,773,620                 | 18,932,693           | 8,346,078                 | 8,873,370              | 1,713,245  | 2                      | 30,605           |                        |                  |                            |                             |
| ZS97    | H3K4me3 | Combined    | 147,370,998 | 34,977,054                 | 25,148,232           | 12,405,117                | 10,472,033             | 2,271,082  | 2                      | 128,426          | 4                      | 12,887           | 12,279                     | 608                         |
|         |         | Replicate 1 | 74,730,098  | 24,464,399                 | 17,300,923           | 9,256,273                 | 6,520,205              | 1,524,445  | 2                      | 53,757           |                        |                  |                            |                             |
|         |         | Replicate 2 | 72,640,900  | 27,372,086                 | 10,711,137           | 4,672,079                 | 5,141,673              | 897,385    | 2                      | 48,770           |                        |                  |                            |                             |
| MH63    | RNAPII  | Combined    | 160,000,819 | 57,826,952                 | 29,662,712           | 15,955,097                | 10,144,177             | 3,563,438  | 2                      | 105,583          | 4                      | 28,213           | 17,160                     | 11,053                      |
|         |         | Replicate 1 | 92,291,446  | 29,020,027                 | 16,653,684           | 7,137,684                 | 7,226,665              | 2,289,335  | 2                      | 77,064           |                        |                  |                            |                             |
|         |         | Replicate 2 | 67,709,373  | 28,806,925                 | 13,009,028           | 8,817,413                 | 2,917,512              | 1,274,103  | 2                      | 41,738           |                        |                  |                            |                             |
| ZS97    | RNAPII  | Combined    | 393,873,765 | 128,514,139                | 80,626,657           | 58,419,946                | 17,033,578             | 5,173,133  | 2                      | 391,451          | 5                      | 26,570           | 13,012                     | 13,558                      |
|         |         | Replicate 1 | 237,823,921 | 70,815,647                 | 46,337,758           | 33,192,034                | 9,827,959              | 3,317,765  | 2                      | 231,470          |                        |                  |                            |                             |
|         |         | Replicate 2 | 156,049,844 | 57,698,492                 | 34,288,899           | 25,227,912                | 7,205,619              | 1,855,368  | 2                      | 222,063          |                        |                  |                            |                             |
| MH63    | H3K9me2 | Combined    | 222,944,767 | 19,976,849                 | 16,486,622           | 4,418,718                 | 10,979,578             | 1,088,326  | 2                      | 49,885           | 4                      | 11,307           | 5,627                      | 5,680                       |
|         |         | Replicate 1 | 94,444,032  | 8,567,004                  | 7,273,687            | 1,695,022                 | 5,095,515              | 483,150    | 2                      | 47,780           |                        |                  |                            |                             |
|         |         | Replicate 2 | 128,500,735 | 11,409,845                 | 9,212,935            | 2,723,696                 | 5,884,063              | 605,176    | 2                      | 49,315           |                        |                  |                            |                             |
| ZS97    | H3K9me2 | Combined    | 394,192,536 | 35,499,121                 | 26,301,538           | 6,311,948                 | 17,988,084             | 2,001,506  | 2                      | 33,421           | 4                      | 12,517           | 6,934                      | 5,583                       |
|         |         | Replicate 1 | 216,918,079 | 19,336,746                 | 12,816,533           | 2,787,407                 | 8,850,978              | 1,178,148  | 2                      | 38,176           |                        |                  |                            |                             |
|         |         | Replicate 2 | 177,274,457 | 16,162,375                 | 13,485,005           | 3,524,541                 | 9,137,106              | 823,358    | 2                      | 33,807           |                        |                  |                            |                             |

The ChIA-PET datasets of MH63 and ZS97 in the above table were mapped to their own reference genome.

**Supplementary Table 2. RNA-Seq data for different tissues used in this study.**

| Tissue number | Tissue                                 | SRA accession | SRR accession | GEO accession | Varieties                                                              |
|---------------|----------------------------------------|---------------|---------------|---------------|------------------------------------------------------------------------|
| 1             | Young leaf (two-week-old)              | This study    |               |               | <i>O. sativa</i> L. ssp. <i>indica</i> (cv. MH63)                      |
| 2             | Flag leaf before flower transformation | This study    |               |               | MH63                                                                   |
| 3             | Panicle (1.5-4.5 cm)                   | This study    |               |               | MH63                                                                   |
| 4             | One-week-old root                      | This study    |               |               | MH63                                                                   |
| 5             | Four-week-old root                     | SRX2448847    | SRR5134063    | GSM2441710    | <i>O. sativa</i> L. ssp. <i>japonica</i> (cv. Chilbo)                  |
|               |                                        | SRX2448848    | SRR5134064    | GSM2441711    | <i>O. sativa</i> L. ssp. <i>japonica</i> (cv. Chilbo)                  |
| 6             | Calli (embryonic stage)                | SRX1815135    | SRR3724615    | GSM2184192    | <i>O. sativa</i> L. ssp. <i>japonica</i> (cv. TNG67)                   |
|               |                                        | SRX1815136    | SRR3724616    | GSM2184193    | <i>O. sativa</i> L. ssp. <i>indica</i> (cv. IR64)                      |
| 7             | Endosperm                              | SRX1546415    | SRR3123479    | GSM2056926    | Hybrid of <i>indica</i> (cv. Longtifu) and <i>japonica</i> (cv. 02428) |
|               |                                        | SRX1546416    | SRR3123481    | GSM2056926    | Hybrid of <i>indica</i> (cv. Longtifu) and <i>japonica</i> (cv. 02428) |
| 8             | Nodes I and II                         | SRX856969     | SRR1777239    | GSM1594104    | <i>O. sativa</i>                                                       |
|               |                                        | SRX856969     | SRR1777240    | GSM1594104    |                                                                        |
| 9             | Stem                                   | SRX856970     | SRR1777241    | GSM1594105    | <i>O. sativa</i>                                                       |
|               |                                        | SRX856970     | SRR1777242    | GSM1594105    |                                                                        |
| 10            | Flower buds before flowering           | SRX507920     | SRR1213690    | GSM1361891    | <i>O. sativa</i> L. ssp. <i>japonica</i> (cv. Nipponbare)              |
| 11            | Flowers at the flowering day           | SRX507921     | SRR1213691    | GSM1361892    | Nipponbare                                                             |
| 12            | Milk grains                            | SRX507926     | SRR1213696    | GSM1361897    | Nipponbare                                                             |
| 13            | Mature seeds                           | SRX507927     | SRR1213697    | GSM1361898    | Nipponbare                                                             |
| 14            | Panicle (0.3-1.5 cm)                   | SRX332586     | SRR1633182    | GSM1203190    | <i>O. sativa</i> L. ssp. <i>japonica</i> (cv. DongJin)                 |
|               |                                        | SRX332587     | SRR1633187    | GSM1203191    | DongJin                                                                |
| 15            | Egg cell                               | SRX348612     | SRR976335     | GSM1229035    | <i>O. sativa</i> L. ssp. <i>japonica</i> (cv. Kitaake)                 |
|               |                                        | SRX348613     | SRR976336     | GSM1229036    |                                                                        |
|               |                                        | SRX348614     | SRR976337     | GSM1229037    |                                                                        |
| 16            | Sperm cell                             | SRX348615     | SRR976338     | GSM1229038    | <i>O. sativa</i> L. ssp. <i>japonica</i> (cv. Kitaake)                 |
|               |                                        | SRX348616     | SRR976339     | GSM1229039    |                                                                        |
|               |                                        | SRX348617     | SRR976340     | GSM1229040    |                                                                        |

**Supplementary Table 2. RNA-Seq data for different tissues used in this study (continued).**

| Tissue number | Tissue                     | SRA accession | SRR accession | GEO accession | Varieties                                                 |
|---------------|----------------------------|---------------|---------------|---------------|-----------------------------------------------------------|
| 17            | Vegetative cell            | SRX348618     | SRR976341     | GSM1229041    | <i>O. sativa</i> L. ssp. <i>japonica</i><br>(cv. Kitaake) |
|               |                            | SRX348619     | SRR976342     | GSM1229042    |                                                           |
|               |                            | SRX348620     | SRR976343     | GSM1229043    |                                                           |
| 18            | Three-week-old leaf        | SRX235856     | SRR711322     | GSM1081573    | Nipponbare                                                |
|               |                            | SRX235857     | SRR711323     | GSM1081574    |                                                           |
| 19            | Three-week-old calli       | SRX103307     | SRR358795     | GSM823083     | Nipponbare                                                |
|               |                            | SRX103308     | SRR358797     | GSM823084     |                                                           |
| 20            | Lamina joints of flag leaf | SRX348482     | SRR976168     | GSM1229044    | Nipponbare                                                |

# Supplementary material for: Chromatin loops associated with active genes and heterochromatin shape rice genome architecture for transcriptional regulation
**Source:** Nat Commun. 2019 Aug 13;10:3640. doi: 10.1038/s41467-019-11535-9
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated
- ☐ ☒ Clearly defined error bars  
*State explicitly what error bars represent (e.g. SD, SE, CI)*

Our web collection on [statistics for biologists](#) may be useful.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

All sequencing libraries were prepared in house and raw reads were generated on Illumina high-throughput sequencing platform with manufacturer's instruction. The RNA-seq data used for gene expression breadth are published datasets and summarized in Supplementary Table 2.

#### Data analysis

Software used include: ChIA-PET tool, ChIA-PET2, HiC-Pro, HiCPlotter, Juicer, HISAT, Cufflinks, SAMtools, Cytoscape, deepTools, BEDTools, DESeq as well as R version 3.2.5 and Perl to run many of the mentioned programs. Detailed parameters of each of the programs are mentioned in relevant sections in Methods.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All of raw data has been uploaded to NCBI GEO under accession code GSE131202 and are publicly available now via the link (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE131202>).

## Field-specific reporting

Please select the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/authors/policies/ReportingSummary-flat.pdf](https://www.nature.com/authors/policies/ReportingSummary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                       |
|-----------------|-----------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample size.                                                         |
| Data exclusions | No exclusion of data was made.                                                                                        |
| Replication     | All experimental data was reliably reproduced in multiple independent experiments as indicated in the figure legends. |
| Randomization   | Randomization was not used.                                                                                           |
| Blinding        | No blinding was used.                                                                                                 |

## Reporting for specific materials, systems and methods

### Materials & experimental systems

|                                     |                                                      |
|-------------------------------------|------------------------------------------------------|
| n/a                                 | Involved in the study                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Unique biological materials |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Antibodies used for ChIA-PET and Immunofluorescence assay: H3K4me3 polyclonal antibody (ABclonal, A2357), H3K9me2 monoclonal antibody (Abcam, ab1220), RNAPII monoclonal antibody (BioLegend, 920102), donkey anti-rabbit IgG-Alexa 488 (ABclonal, AS035) and goat anti-mouse IgG-TRITC antibodies (ABclonal, AS026).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Validation      | The antibodies have been validated by the company and our lab using western blot, dot plot, Immunofluorescence and ChIP-seq experiments. These commercial antibodies are well used and reported in lots of previous publications of our and other labs. Please see information of antibodies below:<br>H3K4me3 antibody: <a href="https://www.abclonal.com.cn/catalog/A2357">https://www.abclonal.com.cn/catalog/A2357</a> ;<br>H3K9me2 antibody: <a href="https://www.abcam.cn/histone-h3-di-methyl-k9-antibody-mabcam-1220-chip-grade-ab1220.html">https://www.abcam.cn/histone-h3-di-methyl-k9-antibody-mabcam-1220-chip-grade-ab1220.html</a> ;<br>RNAPII antibody: <a href="https://www.biolegend.com/">https://www.biolegend.com/</a> .<br>donkey anti-rabbit IgG-Alexa 488: <a href="https://www.abclonal.com.cn/catalog/AS035">https://www.abclonal.com.cn/catalog/AS035</a><br>goat anti-mouse IgG-TRITC antibody: <a href="https://www.abclonal.com.cn/catalog/AS026">https://www.abclonal.com.cn/catalog/AS026</a> |

How the deposited data were processed for this re-analysis (not part of the article)

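Chromatin interactions were measured by ChIA-PET in leaves of 2-week-old seedlings of the rice varieties MH63 and ZS97, with antibodies against H3K4me3, RNAPII and H3K9me2. Each of the 6 combinations of variety and target had 2 biological replicates, 12 libraries in all. The variety, target and replicate of each library were taken from its labels and set beside the paper's Supplementary Table 1.

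The authors removed linkers, mapped the tags of each variety to its own genome from RIGW, removed redundant PETs and joined the replicates with an updated ChIA-PET Tool, whose version the paper's text does not name. As anchors they used ChIP-seq peaks extended on both sides, and they kept clusters with an FDR under 0.05 and a lower limit on the PET count. The deposited lists hold the intrachromosomal clusters, 1 list per variety and target, and carry no header line. The PET count the authors deposited for a loop is the number of inter-ligation PETs between its anchors, summed over both replicates and not scaled to depth. The p-value and the FDR of each loop were made by the authors' program, and which column holds which was read from their order and from the methods. The lists begin at a PET count of 4, except the ZS97 RNAPII list, which begins at 6, while the paper's Supplementary Table 1 gives a limit of 5 for that library and 4 for the others. Positions are given as in the lists, in MH63 or ZS97 coordinates, and were never compared between the varieties. No list held a loop more than once. In the RNAPII lists, 465 MH63 and 301 ZS97 loops had anchors that overlapped each other, and they were kept. A single loop, in the ZS97 H3K9me2 list, lay outside the 12 chromosomes.

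Depth was taken from the paper's Supplementary Table 1, since the lists do not hold the libraries' totals. Uniquely mapped PETs ran from 8.57 to 70.8 M per replicate, and inter-ligation PETs from 10.1 to 23.4 M per joined library. Because the replicates were joined before loops were called, no measure has a spread between replicates and no p-value was computed across loops. Shares were given with Wilson 95% intervals, which cover counting error only. Medians, means and genome shares were given with 95% intervals from 1000 resamplings of the 12 chromosomes.

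Loop span was the distance between anchor midpoints. Intervals of a list that overlapped by at least 1 bp were joined into 1 anchor, and a partner was another anchor joined by at least 1 loop. Clusters were connected groups of anchors that held an anchor with at least 3 partners, over loops of up to 1 Mb. Domains were stretches of continuous loop coverage of at least 1 loop, from H3K4me3 loops of up to 200 kb and from RNAPII and H3K9me2 loops of up to 1 Mb. For domains these loop lengths were measured between the outer ends of the anchors. The methods of the paper first take low-coverage regions out of the domains, with no number given, and then place these limits on domains. Limits on joined domains were computed as alternatives, with no region taken out and with bases under fewer than 2 loops taken out. HID, MID, AID and TID were formed from the domains by the rules in the paper's methods, and shares were taken of a genome of 360 Mb.

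Overlaps were compared with 10000 random circular shifts of 1 set along each chromosome, with a two-sided permutation p of which 0.0002 is the smallest possible. Loops within 5 Mb of centromeres were tested in the same way, and centromere positions were read by eye from Supplementary Fig. 5. Counts, spans and partner shares of the varieties were compared over the 12 chromosomes by an exact permutation of signs, two-sided, with a smallest possible p of 0.000488 and Benjamini-Hochberg adjustment. Chromosomes are not biological replicates, so these tests describe the joined lists.

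The named loci were chosen by a fixed rule. They were every region whose coordinates a figure of the paper prints, with the loops that have both anchors inside it, and for each MH63 list the loop with the highest PET count and the anchor with the most partners. The alternatives tried were PET counts of at least 5, 6 and 10, other definitions of span, loops of up to 1 Mb or of any length, other ways to join anchors, other minimum overlaps, coverage of at least 2 loops, other placements of the size limits, coverage of at least 2 loops with the size limit on joined domains, centromere windows of 3 and 8 Mb, shifts of 0.2 to 2 Mb, the 5000 loops with the highest PET counts, and RNAPII loops without overlapping anchors.

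The programs were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Simulated data were used to test partners, domains, spans, clusters, relations between intervals, the permutation tests, the random-ligation expectation, differences of coefficients of variation and correlations. The resampling intervals of medians, means and genome shares were not tested. Recovered were 1009 of 1009 anchors with more than 1 partner, 1200 of 1200 domains, 4247 of 4247 spans, 809 of 809 clusters and 672 of 672 relations between intervals. Of 100 unrelated pairs of sets, 6 passed the threshold of 0.05 in the shift test, and of 100 pairs with a planted overlap, 100 did. The unrelated sets were placed evenly along the chromosomes, so this share does not hold for sets that are dense in the same arms. In the centromere test 4 of 100 even sets and 100 of 100 planted sets passed, and in the permutation of signs 4 of 100 sets around 0 and 100 of 100 shifted sets passed. For correlations by permutation, 6 of 100 unrelated and 100 of 100 related pairs passed. The interval of observed over expected left out 1 in 5 of 100 sets of random pairs with the plain expectation and in 4 of 100 with the weighted expectation, and in 100 of 100 sets with 2 times as many long pairs with either. Those pairs were drawn independently, so a dependence between loops of the same anchor was not tested. The interval of a difference in coefficients of variation left out 0 in 12 of 100 pairs of equally uneven sets, so it is too narrow for 12 chromosomes, and lay above 0 in 89 of 100 pairs with a planted difference.

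Interchromosomal loops, peaks, gene expression, Hi-C, imaging and the genes at the anchors were not analysed here. The lists name no genes, and no MH63 or ZS97 annotation was used, so results on genes were replaced by results on anchors or left out.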

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

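The test of library depth was chosen only after the result was seen. The shifts of 0.2 to 2 Mb and the restriction to 5000 loops were added as settings after seeing the data, and their tests were written down before their values were computed.

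The varieties differed in how RNAPII loops compared with H3K4me3 loops, a contrast the paper does not report. On each chromosome the log2 ratio of RNAPII to H3K4me3 was taken in each variety, and the difference was tested by an exact permutation of signs over the 12 chromosomes (two-sided, smallest possible p 0.000488). The same was done for H3K9me2, which makes 6 contrasts with Benjamini-Hochberg adjustment. Of these, 4 passed 0.05. The 2 that did not were the number of H3K9me2 loops (difference 0.064) and their median span (difference -0.029). Over the 5000 loops with the highest PET counts of each list, the H3K9me2 span contrast did pass, at -0.30 (lower in MH63 on 10 of 12 chromosomes, exact p = 0.00439, adjusted p = 0.00879). Each variety has 1 joined list per target, so the tests describe those lists.

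For the number of loops, the mean log2 ratio of RNAPII to H3K4me3 was 0.61 in MH63 and -0.17 in ZS97, a difference of 0.77, higher in MH63 on 12 of 12 chromosomes (exact p = 0.000488, adjusted p = 0.00146). A deeper RNAPII library in MH63 is excluded as the cause, because the log2 ratio of inter-ligation PETs, RNAPII over H3K4me3, was lower there, with a difference between MH63 and ZS97 of -1.91. The ZS97 RNAPII list begins at a PET count of 6, though the paper's Supplementary Table 1 gives a limit of 5 for it, and the other 3 lists of this contrast begin at 4. With a PET count of at least 6 in all lists the difference was 0.16, higher in MH63 on 9 chromosomes (exact p = 0.0142, adjusted p = 0.0420). The different lower limits are therefore a candidate explanation for most of the difference, but not for the whole of it. With at least 6, MH63 had fewer RNAPII loops than ZS97 (log2 ratio -0.42, adjusted exact p = 0.000879) and also fewer H3K4me3 loops (-0.58, adjusted exact p = 0.000879). What remains there thus comes from the H3K4me3 lists and not from more RNAPII loops in MH63. The paper's methods state that the limit on the PET count was decided by sequencing depth, so the greater depth of ZS97 RNAPII, acting through the limit, stays open.

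For median loop span, the log2 ratio was 1.66 in MH63 and 0.91 in ZS97, a difference of 0.76, higher in MH63 on 11 of 12 chromosomes (exact p = 0.000977, adjusted p = 0.00146). With a PET count of at least 6 in all lists it was 0.15 (10 of 12 chromosomes, exact p = 0.158, adjusted p = 0.190), so the different lower limits may account for it. The different numbers of loops are argued against as the whole cause, since the 5000 loops with the highest PET counts of each list still differed by 0.14 (11 of 12 chromosomes, exact p = 0.00244, adjusted p = 0.00732).

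For the share of anchors with at least 3 partners, the log2 ratio was 1.14 in MH63 and 0.25 in ZS97, a difference of 0.89, higher in MH63 on 12 of 12 chromosomes (exact p = 0.000488, adjusted p = 0.00146). It was 0.74 with a PET count of at least 6 in all lists (12 of 12 chromosomes, exact p = 0.000488, adjusted p = 0.00293) and 0.55 over the 5000 loops with the highest PET counts (11 of 12 chromosomes, exact p = 0.000977, adjusted p = 0.00586). Neither the lower limits nor the numbers of loops explain the whole difference. With a PET count of at least 6, the RNAPII share itself no longer differed between MH63 and ZS97 (log2 ratio 0.023, adjusted exact p = 0.619), while the H3K4me3 share did (-0.71, adjusted exact p = 0.000879), so what remains there comes from the H3K4me3 lists. At a PET count of at least 5 the RNAPII share did differ (0.21, higher in MH63 on 12 of 12 chromosomes, adjusted exact p = 0.000732). The ZS97 RNAPII list begins at 6, so the lower limits still differed in that setting, and it cannot be weighed against the result at 6. Over the 5000 loops the RNAPII share differed as well (0.21, 10 of 12, adjusted exact p = 0.0110), beside -0.34 for H3K4me3 (adjusted exact p = 0.0110). A difference between the varieties stays open and untested, as do the peak sets that served as anchors and the libraries themselves. The variety and the library cannot be told apart, because each variety has its own libraries, peaks and genome.

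The same share for H3K9me2 against H3K4me3 had a log2 ratio of 1.25 in MH63 and 0.99 in ZS97, a difference of 0.27, higher in MH63 on 11 of 12 chromosomes (exact p = 0.000977, adjusted p = 0.00146). The 4 lists of this contrast all begin at a PET count of 4, so their lower limits do not differ. With a PET count of at least 5 in all lists the difference was 0.34 (11 of 12 chromosomes, exact p = 0.00537, adjusted p = 0.00806). With at least 6 it was 0.37 (10 of 12, exact p = 0.0210, adjusted p = 0.0420). Over loops of up to 1 Mb it was 0.24 (11 of 12, exact p = 0.00342, adjusted p = 0.00513). Over the 5000 loops with the highest PET counts it was 0.17 (10 of 12 chromosomes, exact p = 0.217, adjusted p = 0.326). At that size a smaller difference and none cannot be told apart, so the numbers of loops stay open, as does the variety.

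The paper reports relations between domains for MH63, and the ZS97 lists gave a signal of the same kind. Of 1974 ZS97 H3K4me3 domains, 1099 (55.7%, 95% interval 53.5 to 57.9%) lay inside RNAPII domains, against 47.8% after random shifts (95% of shifts between 44.2 and 51.5%, two-sided permutation p = 0.0002). Shifts of 0.2 to 2 Mb, which move a domain only a short way along its chromosome, put 54.6% inside (95% of shifts between 53.0 and 56.1%, two-sided permutation p = 0.182). In ZS97 the density of both kinds of domain in the same arms may therefore account for the excess. In MH63 the observed share was 75.8%. Shifts of 0.2 to 2 Mb put 73.3% inside there (95% of shifts between 71.9 and 74.7%, two-sided permutation p = 0.0002), which argues against the arms as the whole cause. RNAPII domains were on average 697 kb long in MH63 and 393 kb in ZS97, and reached 12.5 and 7.43 Mb. A domain shifted so little can stay inside the same RNAPII domain. How much of the excess the arms account for therefore cannot be told in either variety. Whether MH63 and ZS97 differ in the share inside was not tested.

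Of the same ZS97 domains, 1409 (71.4%, 95% interval 69.3 to 73.3%) lay apart from H3K9me2 domains, against 57.5% after random shifts (95% of shifts between 53.2 and 61.9%, two-sided permutation p = 0.0002). After shifts of 0.2 to 2 Mb, 66.8% lay apart in ZS97 (95% of shifts between 65.2 and 68.3%, two-sided permutation p = 0.0002) and 71.6% in MH63 (observed 77.1%, two-sided permutation p = 0.0002). This argues against the placement of the marks in arms and near centromeres as the whole cause in either variety. Other technical causes, such as peaks that exclude each other, were not tested, and a biological separation of the domains stays a hypothesis.

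The ZS97 RNAPII anchor with the most partners lay on chromosome 5 from 22085786 to 22103865, was 18.1 kb wide and had 92 partners, 57 of them more than 1 Mb away and the farthest at 21.7 Mb. It was chosen after its values were seen. Over the whole list, loops over 1 Mb were 1.40 times the number from random ligation between anchors of any chromosome (95% interval 1.34 to 1.46). That interval covers counting error only and takes loops that share an anchor as independent. Within this limit, the ratio argues against random ligation as the whole source. Whether it holds for this anchor, or whether wide and strongly bound anchors gather partners for that reason alone, was not tested. No biological explanation was tested.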

How the results depend on the processing

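The alternatives and the main settings were set before the data were examined. Chosen after seeing the data were the settings over 5000 loops, the shifts of 0.2 to 2 Mb, the mean domain length, the RNAPII list without overlapping anchors and coverage of at least 2 loops with the size limit on joined domains, and so were all tests that use them. Over 58 results there were 262 alternative values, of which 95 stayed the same and 167 did not. A tested result stayed the same when it kept its direction and side of the threshold, a count when it was within 1.5 times, and another value when it stayed within its interval. Among quartiles of span, numbers of anchors, extremes of domain length, the number of H3K4me3 domains inside RNAPII domains, and Mb and median lengths of HID, MID, AID and TID, 24 values stayed the same and 70 moved. Changed values of the other results follow by setting. A higher PET count or a shorter length limit leaves fewer loops by construction, and beyond that the cause was not tested.

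With a PET count of at least 5, 5565 H3K4me3 loops were left. With at least 6, there were 3458 H3K4me3, 9618 RNAPII and 3377 H3K9me2 loops with median spans of 13.7, 39.4 and 92.9 kb. The share of H3K4me3 anchors with at least 3 partners was 6.99% (355 anchors), the mean cluster span 55.3 kb and the number of RNAPII domains 483. H3K4me3, RNAPII and H3K9me2 domains covered 12.7%, 45.2% and 25.2% of the genome, and the median H3K4me3 domain was 19.5 kb long. All domains together covered 67.1% of the genome, with HID at 24.1%, MID at 1.07%, AID at 11.6% and TID at 30.3%. With at least 10, there were 660, 4791 and 1638 loops with median spans of 12.6, 27.6 and 84.9 kb.

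Between outer anchor ends the median span was 18.0 kb for H3K4me3 and 136 kb for H3K9me2, and between inner ends 14.7 and 72.9 kb. Over loops of up to 1 Mb it was 39.0 kb for RNAPII and 79.2 kb for H3K9me2. The mean cluster span was 92.8 kb over loops of up to 200 kb, 1850 kb over loops of any length and 49.2 kb as the mean length of H3K4me3 domains.

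With at least 2 loops over each base, H3K4me3, RNAPII and H3K9me2 domains covered 14.8%, 49.8% and 24.9% of the genome, and the median H3K4me3 and H3K9me2 domains were 15.5 and 47.0 kb long. Together they covered 71.5%, with HID at 24.0%, MID at 0.869%, AID at 14.0% and TID at 32.6%. With the size limit on joined domains and no region of low coverage taken out, 227 H3K4me3, 20 RNAPII and 20 H3K9me2 domains were left. They covered 2.69%, 0.231% and 0.312%, and the median RNAPII and H3K9me2 domains were 25.3 and 44.2 kb long. Together they covered 3.04%, with HID at 0.283%, MID at 0.0292%, AID at 2.66% and TID at 0.0683%. The share of H3K4me3 domains inside RNAPII domains, 0.441% against 0.129% after shifts, no longer passed 0.05 (permutation p = 0.401), and the share apart from H3K9me2 domains reversed, at 98.2% against 99.6% (permutation p = 0.165). With bases under fewer than 2 loops taken out first, there were 495, 27 and 21 domains over 4.53%, 0.426% and 0.326%, with medians of 20.7, 27.2 and 37.7 kb. Together they covered 5.08%, with HID at 0.318%, MID at 0.00802%, AID at 4.52% and TID at 0.231%. The share inside, 2.22% against 0.221%, passed (permutation p = 0.0004), and the share apart, 99.6% against 99.5%, did not (permutation p = 1.00). With no size limit there were 248, 32 and 32 domains, which covered 89.3%, 97.8% and 93.9%, and the median RNAPII domain was 78.4 kb long. Together they covered 99.4%, with HID at 9.51%, MID at 84.4%, AID at 4.92% and TID at 0.656%, and the share inside reversed, at 73.4% against 93.0% (permutation p = 0.0002).

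Between MH63 and ZS97, the log2 ratio of the number of RNAPII loops, 0.42 over the full lists, reversed to -0.043 with a PET count of at least 5 in both varieties (adjusted exact p = 0.317) and to -0.42 with at least 6 (adjusted p = 0.000879). The ZS97 RNAPII list begins at 6 and the MH63 list at 4, so only the MH63 list loses loops up to 6. With at least 6, the RNAPII ratios of median span, 0.057 (adjusted exact p = 0.589), and of anchors with at least 3 partners, 0.023 (adjusted exact p = 0.619), no longer passed 0.05. The H3K9me2 ratio of median span came to pass it, at -0.25 with at least 5, -0.27 with at least 6, -0.19 over loops of up to 1 Mb and -0.33 over the 5000 loops with the highest PET counts. Over those 5000 loops the H3K4me3 ratio of median span, -0.031, no longer passed. The number of loops is fixed there and gave no comparison.

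The excess of H3K9me2 loops near centromeres and the deficit of H3K4me3 and RNAPII loops there held with windows of 3 and 8 Mb, with a PET count of at least 6 and over loops of up to 1 Mb, each with a permutation p of 0.0002, the smallest possible. So did the overlap of RNAPII with H3K4me3 anchors, from 9.79% to 50.2% across its alternatives, though only against shifts along whole chromosomes. The share of H3K4me3 domains apart from H3K9me2 domains also stayed above its shifts with coverage of at least 2 loops (93.5%), a PET count of at least 6 (90.8%), up to 10% shared (77.7%) and no size limit (27.8% against 4.41%), and the share inside RNAPII domains with coverage of at least 2 loops (76.1%), a PET count of at least 6 (69.0%) and at least 90% inside (77.5%). Against shifts of 0.2 to 2 Mb both shares of MH63 passed as well.

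No paired analysis was possible because the authors joined the replicates into 1 list per variety and target, and for the same reason no replicate could be left out. Depth limits the lists at their lower end. Of the MH63 H3K4me3 loops 42.7% have the lowest PET count, so loops missing from a list may lie just under its limit, and a PET count of at least 5 took the list from 9714 to 5565 loops.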

Differences from the paper's values

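No test in this part was chosen after the result was seen, and 1 alternative, named where it is used, was. Of 41 values compared, 4 differed by more than 1.5 times.

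The mean genomic span of clusters of H3K4me3 anchors with at least 3 partners was 104.6 kb, and the paper's value is 49 kb. Of the alternatives set before the data were examined, a PET count of at least 6 brought the value within 1.5 times, with 55.3 kb. Loops of up to 200 kb (92.8 kb) and loops of any length (1850 kb) did not. The mean length of the H3K4me3 domains, 49.2 kb, reached the paper's value and was chosen after seeing the values.

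The MH63 H3K9me2 list held 3245 anchors, and the paper's value is 5296. None of the alternatives set before the data were examined closed the gap. They gave 3245 with the deposited intervals not joined, 2996 with intervals within 1 kb joined and 2166 with a PET count of at least 6. All of these count anchors of intrachromosomal loops only. The paper's table also counts 5680 interchromosomal H3K9me2 clusters of MH63, and their anchors were not analysed here.

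Of the MH63 RNAPII anchors, 39.7% overlapped an H3K4me3 anchor, and the paper's value, which is for genes, is 62%. With anchors within 1 kb counted as shared the value was 50.2%, which narrowed the gap to within 1.5 times but did not close it. An overlap of at least 50% of the RNAPII anchor (9.79%) and a PET count of at least 6 (28.7%) widened it.

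The H3K4me3 loop at the PPI locus had a PET count of 9, and the paper's value is about 4 in Fig. 2b, read by eye. No alternative set before the data were examined applies to a single loop.

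In Fig. 5f the paper draws a single loop from the anchor from 29665082 to 29666830. The list held that loop, with a PET count of 5, and another from the same anchor to 29676248 to 29677873, with a PET count of 8.

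In Fig. 6d the paper draws H3K4me3 loops from the peak at bHLH062 to both peaks of the eQTL segment. The list held a loop from 24981277 to 24982184 only with the peak from 25001335 to 25003515, with a PET count of 8. The peak from 24994082 to 24996359 was joined with the peak from 25001335 to 25003515 instead, with a PET count of 5.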

Other observations

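Of the tests in this part, those of the unevenness of RNAPII loops over the chromosomes and the comparison of interchromosomal shares were chosen only after the result was seen.

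Loops over 1 Mb were compared with what ligation between anchors at random would give. The expected ratio of loops over 1 Mb to interchromosomal clusters was taken from the number of anchor pairs of each kind, plain and weighted by PET count, and the lower of the 2 ratios of observed to expected was used. Anchors that take part only in interchromosomal clusters were not used, which limits the comparison. It also takes all called interchromosomal clusters as random ligation, which was not tested. The intervals cover counting error only and take loops that share an anchor as independent, so they may be too narrow. For RNAPII in MH63 the ratio was 2.29 (95% interval 2.20 to 2.38), and for H3K9me2 it was 1.75 (95% interval 1.62 to 1.88) in MH63 and 1.97 (95% interval 1.83 to 2.11) in ZS97, which argues against random ligation as the whole source of these loops. For H3K4me3 it was 1.03 (95% interval 0.884 to 1.21) for 174 loops in MH63 and 1.21 (95% interval 0.959 to 1.53) for 80 loops in ZS97. The long H3K4me3 loops therefore cannot be told apart from random ligation in this comparison. A preference for contacts within a chromosome stays open for the other targets and was not tested apart from other causes.

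The H3K4me3 lists ran against depth. By the paper's Supplementary Table 1, MH63 had 23.4 M inter-ligation PETs and ZS97 had 10.5 M, yet the MH63 list held 9714 loops and the ZS97 list 12279. Per M inter-ligation PETs this is 415 loops in MH63 and 1173 in ZS97. The ZS97 number rests on the combined library, whose 35.0 M uniquely mapped PETs are fewer than the 24.5 and 27.4 M of its replicates together. The same table counts 373621 clusters of at least 2 PETs in MH63, of which 3.01% were kept, and 128426 in ZS97, of which 10.0% were kept. Interchromosomal clusters took 13.5% of the kept MH63 clusters (95% interval 12.9 to 14.1%) and 4.72% of the kept ZS97 clusters (95% interval 4.37 to 5.10%). Both percentages contain the kept intrachromosomal loops, whose number is what has to be explained. They therefore cannot test a larger share of random ligations in the MH63 H3K4me3 libraries, which stays open. The interchromosomal clusters themselves numbered 1516 in MH63 and 608 in ZS97, in the same order as the inter-ligation PETs. Variety and library are confounded here, so a difference between the varieties stays open.

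RNAPII loops were spread less evenly over the chromosomes than the others. In MH63, chromosome 3 had 101 RNAPII loops per Mb and chromosome 12 had 9.19. The coefficient of variation over the 12 chromosomes was 61.7% for RNAPII, 41.4% for H3K4me3 and 15.0% for H3K9me2. RNAPII exceeded H3K4me3 by 20.3 percentage points (95% interval 10.3 to 32.0) in MH63 and by 24.1 (95% interval 11.6 to 36.2) in ZS97. The same number of loops at each anchor would leave loops per anchor level, but these rose with anchors per Mb, from 1.15 on chromosome 12 to 3.03 on chromosome 3 of MH63. Over the 12 chromosomes Spearman's rho was 0.853 in MH63 (permutation p = 0.00068; Pearson's r 0.918, permutation p = 4e-05, and 0.861 without the 2 chromosomes farthest from the median) and 0.888 in ZS97 (permutation p = 0.00022; Pearson's r 0.927, permutation p = 6e-05, and 0.858 without 2). These 2 relations were the whole family, and chromosomes are not replicates. The number of anchor pairs, which grows faster than the number of anchors, stays open, since it would also raise loops per anchor where anchors are dense.

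Loops over 1 Mb were tested as another technical source of the unevenness. Without loops over 1 Mb, the coefficient of variation of RNAPII still exceeded that of H3K4me3 by 15.2 percentage points in MH63 (95% interval 6.56 to 26.1) and by 17.5 in ZS97 (95% interval 7.68 to 28.9), which argues against these loops as the whole source. On simulated sets such intervals proved too narrow and left out 0 in 12 of 100 pairs without a difference, so they are approximate. The 1% of anchors with the most partners carried 19.7% of the loops in MH63 (73 anchors) and 20.9% in ZS97 (69 anchors). Without these anchors the coefficient of variation of RNAPII fell from 61.7 to 48.9% in MH63 and from 63.2 to 45.8% in ZS97. For H3K4me3 it was 41.4% in MH63 and 39.1% in ZS97. The H3K4me3 lists kept their own anchors with the most partners, and taking such anchors from RNAPII alone can narrow the gap by construction. Within this limit, the excess of RNAPII was smaller without these anchors. It has no interval in this setting, so whether they make the whole of the unevenness stays open. Gene density was not analysed here.

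For H3K4me3 and RNAPII the order of the chromosomes was nearly the same in both varieties, and for H3K9me2 less so. Loops per Mb in MH63 and ZS97 correlated over the 12 chromosomes with Pearson's r of 0.988 for H3K4me3, 0.991 for RNAPII and 0.731 for H3K9me2 (permutation p = 2e-05, 2e-05 and 0.016, adjusted over the 3 relations 3e-05, 3e-05 and 0.016). Spearman's rho was 0.972, 0.993 and 0.706 (permutation p = 2e-05, 2e-05 and 0.013, adjusted 3e-05, 3e-05 and 0.013). Without the 2 chromosomes farthest from the median, r was 0.971, 0.983 and 0.653. Chromosomes of equal number were paired, and their genes and lengths were not taken into account.

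MH63 and ZS97 were also compared directly for each target, in 9 tests by an exact permutation of signs over the 12 chromosomes, two-sided and adjusted together. The mean log2 ratio of MH63 to ZS97 in the number of loops was -0.35 for H3K4me3 (higher in MH63 on 0 of 12 chromosomes, adjusted exact p = 0.000732), 0.42 for RNAPII (12 of 12, adjusted p = 0.000732) and -0.29 for H3K9me2 (1 of 12, adjusted p = 0.00110). In median span it was -0.12 (0 of 12, adjusted exact p = 0.000732), 0.64 (11 of 12, adjusted p = 0.00110) and -0.15 (3 of 12, adjusted p = 0.0645) in the same order. In the share of anchors with at least 3 partners it was -0.49 (0 of 12), 0.40 (12 of 12) and -0.22 (0 of 12), each with an adjusted exact p of 0.000732. The RNAPII comparisons changed when both lists began at a PET count of 6, as described for the processing. Variety and library are confounded, so these values describe the lists.

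Taken whole, the ZS97 lists gave median spans of 17.5 kb for H3K4me3 (95% interval 17.2 to 17.9 kb), 36.4 kb for RNAPII (95% interval 31.4 to 41.4 kb) and 116 kb for H3K9me2 (95% interval 105 to 126 kb). Loops over 1 Mb made up 0.652%, 18.5% and 12.9% of these lists. Of the ZS97 RNAPII anchors, 3253 of 6901 (47.1%) overlapped an H3K4me3 anchor, against 16.2% after random shifts (95% of shifts between 14.0 and 18.6%, two-sided permutation p = 0.0002). Joined in the same way as for MH63, the ZS97 loops gave 1974 H3K4me3, 446 RNAPII and 317 H3K9me2 domains. HID bases came to 101.2 Mb, AID bases to 103.0 Mb, TID bases to 55.4 Mb and MID bases to 29.0 Mb.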
